# The MMP-9/TIMP-1 Axis Controls the Status of Differentiation and Function of Myelin-Forming Schwann Cells in Nerve Regeneration

**DOI:** 10.1371/journal.pone.0033664

**Published:** 2012-03-16

**Authors:** Youngsoon Kim, Albert G. Remacle, Andrei V. Chernov, Huaqing Liu, Igor Shubayev, Calvin Lai, Jennifer Dolkas, Sergey A. Shiryaev, Vladislav S. Golubkov, Andrew P. Mizisin, Alex Y. Strongin, Veronica I. Shubayev

## Abstract

**Background:**

Myelinating Schwann cells (mSCs) form myelin in the peripheral nervous system. Because of the works by us and others, matrix metalloproteinase-9 (MMP-9) has recently emerged as an essential component of the Schwann cell signaling network during sciatic nerve regeneration.

**Methodology/Principal Findings:**

In the present study, using the genome-wide transcriptional profiling of normal and injured sciatic nerves in mice followed by extensive bioinformatics analyses of the data, we determined that an endogenous, specific MMP-9 inhibitor [tissue inhibitor of metalloproteinases (TIMP)-1] was a top up-regulated gene in the injured nerve. MMP-9 capture followed by gelatin zymography and Western blotting of the isolated samples revealed the presence of the MMP-9/TIMP-1 heterodimers and the activated MMP-9 enzyme in the injured nerve within the first 24 h post-injury. MMP-9 and TIMP-1 co-localized in mSCs. Knockout of the MMP-9 gene in mice resulted in elevated numbers of de-differentiated/immature mSCs in the damaged nerve. Our comparative studies using MMP-9 knockout and wild-type mice documented an aberrantly enhanced proliferative activity and, accordingly, an increased number of post-mitotic Schwann cells, short internodes and additional nodal abnormalities in remyelinated nerves of MMP-9 knockout mice. These data imply that during the first days post-injury MMP-9 exhibits a functionally important anti-mitogenic activity in the wild-type mice. Pharmacological inhibition of MMP activity suppressed the expression of Na_v_1.7/1.8 channels in the crushed nerves.

**Conclusion/Significance:**

Collectively, our data established an essential role of the MMP-9/TIMP-1 axis in guiding the mSC differentiation and the molecular assembly of myelin domains in the course of the nerve repair process. Our findings of the MMP-dependent regulation of Na_v_ channels, which we document here for the first time, provide a basis for therapeutic intervention in sensorimotor pathologies and pain.

## Introduction

Regenerative capacity of the peripheral nervous system depends on the remarkable phenotypic plasticity of Schwann cells (SCs) [1], [2], [3], [4], [5], [6], [7], increasingly employed in the regenerative medicine approaches [8], [9], [10], [11], [12], [13]. A number of molecular modulators of SC signaling have been characterized in nerve development [14], [15]; however, the intrinsic factors that directly contribute to the rigorous phenotypic reorganization in SCs during the nerve and myelin repair remain poorly understood. It became evident that the SC interactions with axons during the early post-injury events influence the final outcome of nerve repair [2], [16], [17]. As both non-myelinating and myelinating SCs de-differentiate, they up-regulate the expression of glial fibrillary acidic protein (GFAP) [18], [19], required for the subsequent proliferation of SCs and the initiation of axonal regeneration [20]. It has been long suspected that certain proteolytic events are involved in suppressing SC mitosis and axonal growth [16], [21]. Consequently, we have established that inhibition of matrix metalloproteinase (MMP) activity immediately after sciatic nerve crush facilitates nerve regrowth by enhancing the rate of SC mitosis [22].

The MMP family of zinc endopeptidases (24 individual enzymes in humans) includes collagenases, gelatinases, matrilysins, stromelysins and membrane-type MMPs [23]. MMP proteolysis regulates the levels and the functionality of extracellular matrix components and cell surface signaling receptors [24]. In the damaged nerves, MMP proteolysis can be both detrimental and beneficial to axonal growth and recovery of neuronal function [22], [25], [26], [27], [28], [29], [30], [31]. In peripheral adult nerves, MMP-9 (gelatinase B) is produces only after injury. After a lesion, MMP-9 is produced by myelinating SCs (mSCs), immune and endothelial cells to promote the breakdown of the myelin sheath, the blood-nerve barrier and the SC basal lamina [32], [33], [34], [35], [36], [37], [38]. MMP-9 is a multi-domain enzyme with wide-ranging substrate preferences. Our earlier work suggests that MMP-9 controls the phenotypic switching in SCs by activation of the extracellular-signal-regulated kinase (ERK)1/2 *via* the neuregulin/ErbB and insulin growth factor (IGF)-1 ligand/receptor systems [39]. As a result MMP-9 suppresses 5-bromo-2-deoxyuridine (BrdU) incorporation in cultured primary SC and the injured nerves [39]. Having established that MMP-9 knockout results in a high SC number immediately post-injury [39], we herein aimed to determine the effect of MMP-9 deletion on remyelination.

Remyelination relies on the reciprocal signaling between re-differentiating SCs and regenerating axons. These concerted events facilitate the specialization of the axonal plasma membrane and myelin domains [3], [4], [5], [40], [41]. Each mSC forms a myelin internode, separated from the next internode by a node of Ranvier. Robust proliferation of SCs post-injury results in short myelin internodes in remyelinated fibers [41]. The nodal clustering of voltage-gated sodium (Na_v_) channels, required to the generation of action potentials, restores the saltatory conduction in remyelinated fibers [40], [42]. Yet, dysregulation and maladaptive clustering of Na_v_ channels are frequently the cause of sensorimotor neuropathies and neuropathic pain [43], [44].

The present study provides evidence that immediately post-injury a fine balance between MMP-9 and its specific endogenous inhibitor [tissue inhibitor of metalloproteinases (TIMP)-1] is a key parameter of the signaling network in the injured nerve. By regulating SC mitogenesis and maturation, MMP-9 controls the molecular and structural assembly of myelin domains in remyelinated fibers. In addition, our experimental data establish, for the first time, that MMPs control both the clustering and the gene expression levels of Na_v_ channels in the nervous system.

## Results

### Gene networks in the nerve and DRG after nerve injury

To identify the genes the expression of which was affected in the sciatic nerve as a result of the injury, we performed genome-wide transcriptional profiling of the transected and sham-operated mouse sciatic nerves and the associated lumbar (L)4/5 dorsal root ganglia (DRG) at days 1 and 5 post-transection. 

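Of 16593 genes measured, 10234 were detected in the sham or the day 1 injured nerve, 10121 in the sham or the day 5 injured nerve, and 10191 in the DRG of the sham or the day 5 injured side. The 2 DRG profiles were close to each other (Pearson correlation of log2 signal 0.988), and each injured nerve was further from the sham nerve (0.947 on day 1 and 0.946 on day 5). A sixth array, not described in the Results, held spinal cord from day 5, which lay nearer to the sham DRG (0.941) than to the sham nerve (0.828). Each condition was 1 array, hybridised with 1 pool of RNA from 6 animals.

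The signal of each array was scaled to a common median over all probes, a signal too low to be detected was set to the lowest detected signal of its array, and a gene was counted as higher or lower where the 2 arrays differed at least 2-fold and the brighter one detected it. Where the dimmer array did not detect the gene, the fold is a lower bound. With 1 array per condition there was no replicate check and no test between conditions, and the number of arrays limits the precision of each fold. Intervals given beside a fold are 95% intervals from the beads of a probe within each array, so they hold the technical error of the signal and not the variation between animals.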

Because SCs de-differentiate immediately distal and immediately proximal to injury [2], [17], both segments of the transected nerve were pooled together for analyses and identified as the “injured” sample. 

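On day 1 after transection, 669 genes were at least 2-fold higher and 367 at least 2-fold lower in the injured nerve than in the sham nerve, and on day 5 the counts were 638 and 515. Markers of neutrophils, the first white blood cells to enter injured tissue, were at least 2-fold higher on day 1 for 14 of 17 detected genes, among them S100a8, Hp, S100a9 and Slpi, and 0 were lower (median log2 difference 2.50). Markers of macrophages and monocytes, which clear myelin debris, were higher for 17 of 25 genes on day 1 (median 1.66) and for 23 of 25 on day 5 (median 2.44), with Lyz2 and Lgals3 among the brightest on both days. The paper names 8 of the neutrophil markers on day 1 and 12 of the macrophage and monocyte markers on day 5 from these arrays, so that these medians are partly chosen from the same data. Interferon-stimulated genes, a response to tissue damage and infection, were higher for 17 of 24 on day 1 (median 1.79), among them Ifit3, Rsad2, Gbp2 and Oasl2, and for 7 of 21 on day 5 (median 0.82). Immediate early genes, which answer a stimulus within hours, were higher for 12 of 20 on day 1 (median 1.26), among them Egr1, Socs3, Fos and Dusp1, and for 7 of 19 on day 5, with Egr2 lower (median 0.16).

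Other gene groups were lower. Adipocyte markers were at least 2-fold lower for 6 of 9 genes on each day, among them Adipoq, Car3, Pnpla2 and Dgat2 (median log2 difference -1.65 on day 1 and -2.05 on day 5). Skeletal muscle markers were lower for 7 of 16 genes on day 1, among them Myl1, Acta1, Atp2a1 and Tnnc2, with Tnnc1 higher (median -0.86). Fibroblast and perineurial markers were lower for 7 of 15 on day 1 and 5 of 15 on day 5 (medians -0.84 and -0.58), and 3 of 6 mast cell markers, Cpa3, Cma1 and Tpsb2, were lower on day 1 (median -0.87).

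The balance of higher and lower genes depended on the processing. On day 1 it was 842 to 264 with no scaling, where the median of all genes lay 0.12 log2 above 0, 590 to 442 with quantile normalization, and 924 to 895 with neqc, which corrects background and then quantile normalizes. On day 5 the corresponding counts were 721 to 448, 636 to 539 and 977 to 975. The paper concludes from the profiling that injury affected many genes in the nerve.

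**Figure D1:**
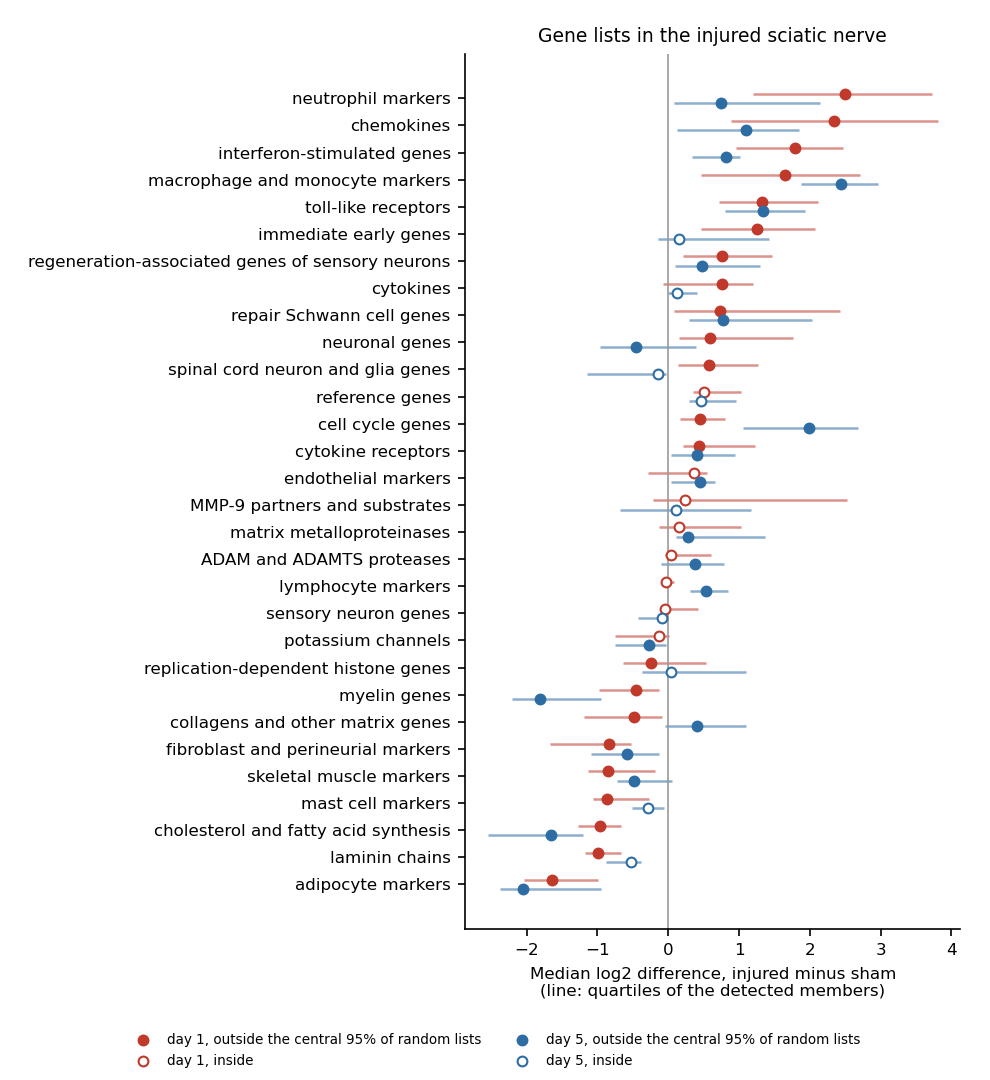
Median log2 difference of each gene list in the day 1 (red) and day 5 (blue) injured nerve, both against the same sham nerve array, with the quartiles of the detected members. Filled points lie outside the central 95% of random lists of the same size and similar signal, and under at least 1 alternative the sign changes for the lymphocyte, sensory neuron, and ADAM and ADAMTS lists on day 1 and for the MMP-9 partner and histone lists on day 5.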

We identified that the expression of multiple genes was affected in the injured nerve compared with a sham control. The listing and the heatmap of the 50 top up-regulated genes are shown in Table 1, and Fig. 1 and 2, respectively. 

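With the main processing, S100a8, a calcium-binding protein of neutrophils, had the highest fold on day 1 (112, 95% interval 97.4 to 130), followed by Arg1, whose interval overlapped it and which lay above it with neqc, Shh, a secreted morphogen (77.5, 67.2 to 89.4), S100a9, Ccl4 and Timp1. Because the sham nerve did not detect S100a9 and Ccl4, their folds are lower bounds that do not exclude a higher place. The sham signals of S100a8 (152), Arg1 (131), Shh (164), Cxcl1 (136) and Fcgr4 (149) lay near the floor of that array (124). Background makes up much of such signals, so that these folds and their order are less certain than the bead intervals show. The next genes detected in both arrays were Cxcl1, Fcgr4, an Fc receptor of myeloid cells (25.2), Ccl7 and Ms4a6d (21.9). On day 5 the highest fold among genes detected in both arrays belonged to Tnc, followed by Arg1 (in the reverse order with neqc), Trem2 (19.4), Timp1, Fcgr4 (17.6), Gpnmb (17.6), Prc1 (16.8) and Shh (15.4), so that genes of macrophages (Trem2, Gpnmb) and of cell division (Prc1) stood beside those of the early response.

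Among genes detected in both arrays, the largest decreases on day 1 were in Retnla (14.4-fold, 12.0 to 17.3), Angptl7 (9.15), Ccl21a (7.96), Inmt (7.38), Ces1d (6.83), Ccl21c (6.77), Cyp2e1 (6.51) and Ccl21b (6.04). Among such genes on day 5 they were in Inmt (8.65), Fdps, Elovl6 (7.83), Cyp2e1 (7.41), Septin3 (7.06), Msmo1, Fa2h and Ugt8a, of which Fdps, Msmo1 and Elovl6 make cholesterol and fatty acids, and Fa2h and Ugt8a make the glycolipids of myelin. The interval of each of these folds came from the beads of 1 array per condition.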

The gene expression data have been deposited to GEO database (accession # GSE33454). In agreement with the earlier reports [45], [46], [47], [48], the injury up-regulated the expression of the genes coding for arginase I (an enzyme involved in polyamine synthesis [4]), calcium-binding S100A8/A9, chemokine cc- and cxc-motif ligands (e.g., ccl2-4, ccl7, cxcl1, cxcl10 and cxcl14), cytokine ligands and receptors (e.g., interleukins il1b, il1r2 and il7r) and additionally, toll-like receptors (e.g., tlr1, tlr7, tlr2, tlr6 and tlr13). Furthermore, the injury caused a multi-fold up-regulation of the genes that are directly linked to proteolysis, cell adhesion, cell signaling, and maintenance of the extracellular matrix, including TIMP-1 (the top 6^th^ up-regulated gene in the system), tenascin C (TNC) that is important in the immune response to tissue damage [42], [48], [49] and neutrophil gelatinase-associated lipocalin-2 (NGAL)/lipocalin-2 (LCN2), known to directly interact with MMP-9 [50], [51].

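Arginase I, which makes ornithine for polyamines, had a signal of 131 in the sham nerve and 12131 on day 1 (Arg1, 92.8-fold, 95% interval 78.0 to 110), and was 26.5-fold higher on day 5. Chemokines draw white blood cells into tissue. Of 26 detected on the list used here, 19 were at least 2-fold higher on day 1 and 0 were lower (median log2 difference 2.34). On day 5 the counts were 15 higher and 1 lower, Cxcl13, of 28 (median 1.09). The list leaves out Ccl21a, Ccl21b and Ccl21c, chemokines that were 7.96-, 6.04- and 6.77-fold lower on day 1. Ccl2 (14.5-fold), Ccl7 (23.7), Cxcl1 (26.3), Cxcl10 (20.0) and Cxcl14 (14.9) were higher on day 1, as were Ccl3 (at least 12.7-fold) and Ccl4 (at least 65.2), which the sham nerve array did not detect. S100a9 was at least 73.4-fold higher on day 1 and at least 4.96-fold on day 5. On day 5, Ccl7 was 4.31-fold and Cxcl1 2.27-fold above the sham nerve.

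Of 21 detected cytokines, 8 were at least 2-fold higher on day 1, among them Il1b (at least 38.7-fold), Il1rn, Osm and Il18, and Tgfb3 was lower (median 0.76). On day 5, 4 of 19 were higher and Il16 was lower (median 0.13). Cytokine receptors were higher for 7 of 22 on day 1 and 6 of 23 on day 5 (medians 0.44 and 0.41), among them Il1r2 (at least 8.10-fold on day 1) and Il7r (at least 9.00-fold on day 1 and 5.08-fold on day 5). The 5 toll-like receptors named by the paper, sensors of microbial and damage signals, were the ones at least 2-fold higher among 8 detected, on both days: Tlr1 (2.31-fold on day 1), Tlr2 (6.73), Tlr6 (3.74), Tlr7 (2.71) and Tlr13 (12.0, 10.4 to 13.9). Their list had a median log2 difference of 1.33 on day 1 and 1.34 on day 5. The chemokine list holds 9 genes that the paper names from these arrays on day 1, so that its median is partly chosen from the same data.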

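TIMP-1, the secreted inhibitor of MMP-9, was 45.2-fold higher in the day 1 injured nerve (Timp1, 95% interval 38.5 to 53.0) and placed 6 by fold. That place is not firm, because folds below it, such as those of AA467197 (at least 41.2) and Clec4d (at least 41.0), are lower bounds that do not exclude a higher fold, and with neqc it was 15. Tenascin C, a matrix protein made after tissue damage, was 14.5-fold higher on day 1 (Tnc) and 39.1-fold on day 5 (95% interval 34.4 to 44.5). Lipocalin-2, which binds MMP-9, was 7.73-fold higher on day 1 (Lcn2, 6.29 to 9.50), with a signal of 306 in the sham nerve and 2367 on day 1, and its signal on day 5 was 173.

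Other matrix genes moved the other way on day 1. Of 24 detected collagens and other matrix genes, 10 were at least 2-fold lower, among them Lum, Col6a1, Col1a1 and Col3a1, and 3 were higher, Col18a1, Tnc and Thbs1 (median log2 difference -0.48). Lum and Col1a1 also belong to the fibroblast and perineurial markers, which were lower in the same array. On day 5, 6 of 23 were higher, among them Bgn, Col5a1, Col18a1 and Thbs2, and 0 were lower (median 0.40). Of 15 detected ADAM and ADAMTS proteases, 2 were higher on day 1, Adamts4 and Adam8, and 2 on day 5, Adamts4 and Adam12, with Adamts20 lower on both days.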

**Figure 1:**
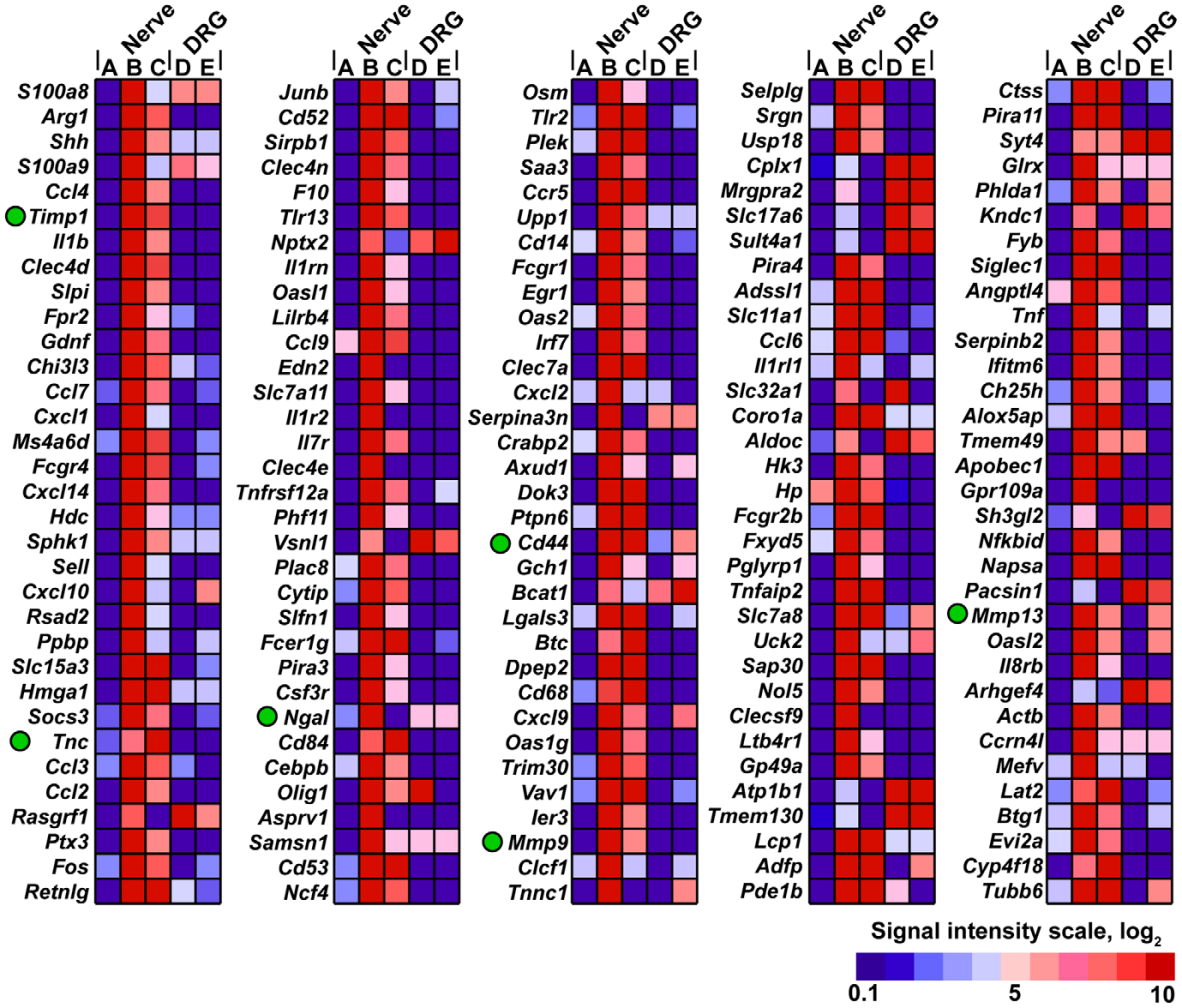
Heatmap of the genome-wide transcriptional profiling data of the murine sciatic nerve and the corresponding L4/5 DRG from the same animals. Red and blue correspond to the high and the low expression levels, respectively. Color map inset shows the signal intensity scale. Only the genes with the B∶A ratio >4 are shown in a descending order. A, sham nerve; B, nerve day 1 post-transection; C, nerve day 5 post-transection; D, DRG corresponding to the sham-operated nerve; E, DRG corresponding to day 5 post-transection. The green dots point to TIMP-1, TNC, NGAL, CD44, and MMP-9 induced in the injured nerve, and MMP-13 in the DRG. DRG, dorsal root ganglia.

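At least 4-fold higher on day 1 were 166 genes, 33 of them below detection in the sham nerve, and 12 were also at least 2-fold higher in the day 5 DRG. By direct comparison of the 2 injured nerve arrays, 105 of the 166 were at least 2-fold brighter on day 1 than on day 5 and 3 were at least 2-fold brighter on day 5. The 166 were picked for a high day 1 signal, which favors that direction, and genes picked on day 5 were not compared in this way.

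Transcripts of neurons and of the spinal cord were among the higher genes. Of all genes at least 2-fold higher on day 1, 82 (12.3%) had a signal in the day 5 spinal cord at least 10-fold above the sham nerve. Over all 16593 genes, 199 had such a signal. A low sham nerve signal is part of how both sets were picked, which favors a high share. Of the 166, 19 had such a signal, among them Olig1, a transcription factor of oligodendrocytes, and Slc32a1, the vesicular transporter of inhibitory neurons. The 19 also hold the neutrophil gene S100a8, whose signal was higher in the day 1 nerve (17039) than in the spinal cord (2175). Of 21 detected neuronal genes, 8 were at least 2-fold higher on day 1, among them Cplx1, Vsnl1, Sh3gl2 and Syn1, and 0 were lower (median log2 difference 0.59). Of 21 detected genes of spinal cord neurons and glia, 7 were higher, among them Olig1, Slc32a1, Gad1 and Aqp4, and 0 were lower (median 0.58). Sensory neuron genes were higher for 2 of 13, Slc17a6 and Mrgpra2b (median -0.05, and 0.08 with no scaling). On day 5 the neuronal list had 1 gene higher, Thy1, and 4 lower, Vamp2, Stmn2, Syp and Cplx1, of 15 (median -0.45), and the spinal cord list had 1 higher and 3 lower of 8 (median -0.14).

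**Figure D2:**
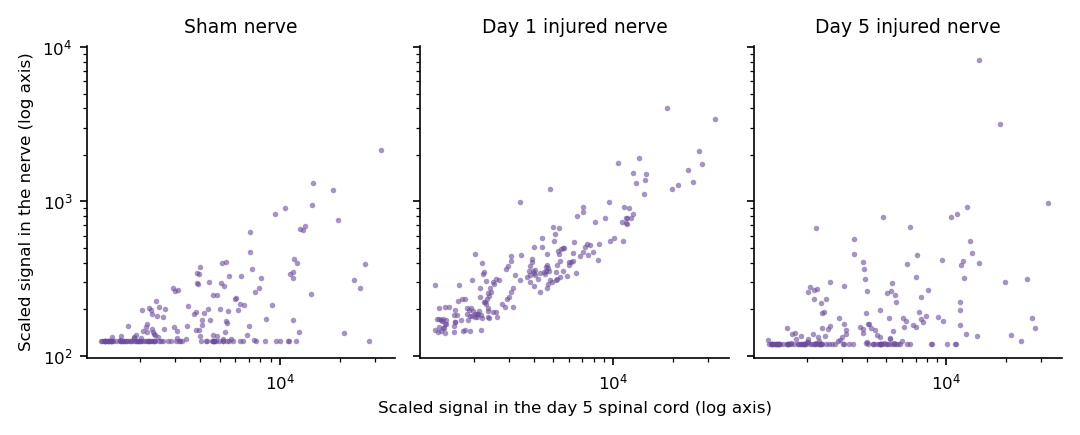
Signal in each nerve array against signal in the day 5 spinal cord, for 190 genes at least 10-fold brighter in the spinal cord than in the sham nerve and not 2-fold brighter in the sham DRG than in the spinal cord. Signals below detection are drawn at the lowest detected signal of the array.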

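MMP-9, a protease that degrades basement membrane, was 5.64-fold higher in the day 1 injured nerve than in the sham nerve (Mmp9, 95% interval 4.76 to 6.69) and 2.45-fold on day 5 (2.06 to 2.91). MMP-13, a collagenase, was below detection in the sham nerve, at least 4.49-fold higher on day 1 and at least 3.16-fold on day 5. Its signal in the DRG was 156 in the sham array and 199 on day 5 (Mmp13, 1.28-fold, 1.11 to 1.48), within 2-fold of the lowest detected signal of those arrays.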

**Figure 2:**
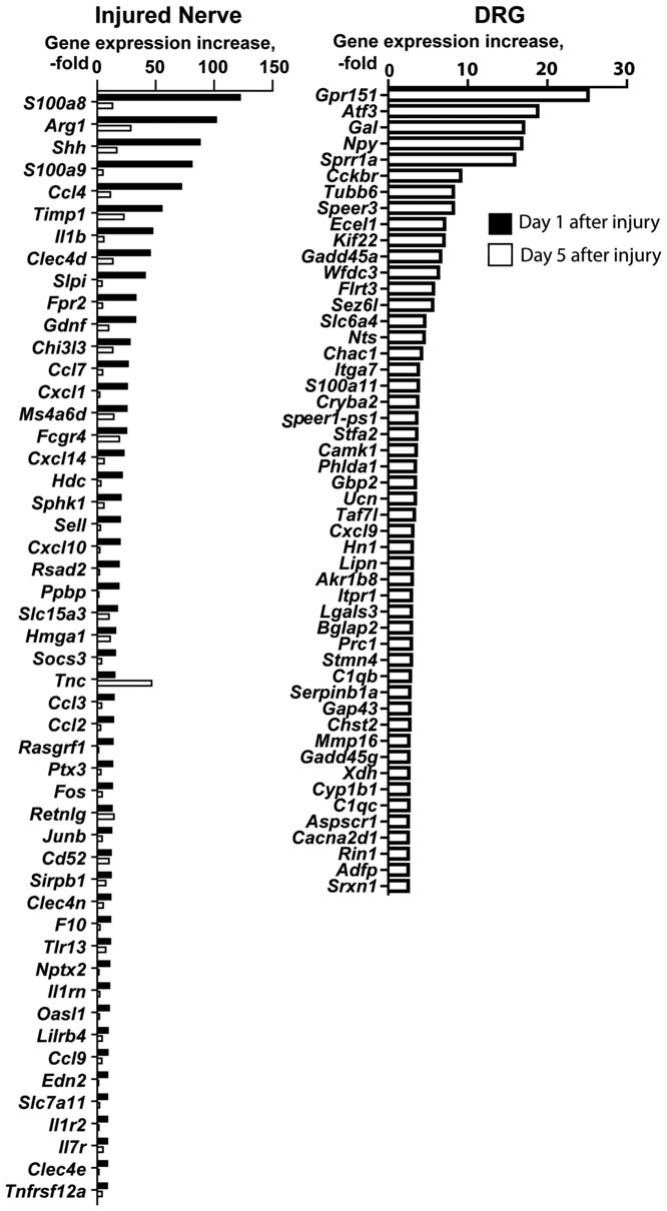
Gene expression profiling of the nerve samples. Horizontal axis, the signal intensity of the individual genes (the log scale). The genome-wide transcriptional profiling was performed using the samples obtained from mice on days 1 and 5 post-transection. The top 50 genes up-regulated in the injured sciatic nerve and the DRG relative to the sham-operated controls are shown. DRG, dorsal root ganglia.

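Of the 150 gene names in Table 1, 142 could be matched to genes measured on the arrays: 48 of 50 for the day 1 nerve, 45 for the day 5 nerve and 49 for the DRG. At least 2-fold higher were 48 of 48, 45 of 45 and 48 of 49, the exception being Stfa2 in the DRG, which was detected on day 5 only and had a lower bound of 1.49. Among the 50 genes with the highest fold in each comparison were 44, 33 and 43 of them. The fold of 32 genes is a lower bound because the sham array did not detect them, 17 of them on day 1. Of the matched genes in the day 1 column, 2 were at least 10-fold brighter in the day 5 spinal cord than in the sham nerve, S100a8 and Rasgrf1. The day 1 nerve signal of S100a8 was above its spinal cord signal (17039 and 2175), and that of Rasgrf1 was below it (1757 and 27980).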

**Table 1:** Top 50 upregulated genes in transected nerve.

Injured sciatic nerve, day 1		Injured sciatic nerve, day 5		DRG, day 5	
Gene	Fold increase	Gene	Fold increase	Gene	Fold increase
S100a8	122.3	**Tnc**	46.6	Gpr151	25.1
Arg1	101.9	Arg1	28.8	Atf3	18.8
Shh	88.0	**Timp1**	22.9	Gal	17
S100a9	80.9	Trem2	22.1	Npy	16.8
Ccl4	72.0	Gpnmb	19.9	Sprr1a	15.9
**Timp1**	55.3	Fcgr4	19.0	Cckbr	9.1
Il1b	47.4	Shh	16.8	Tubb6	8.2
Clec4d	45.4	Ms4a7	14.6	Speer3	8.2
Slpi	41.0	Retnlg	14.3	Ecel1	7.1
Fpr2	33.0	Ms4a6d	14.2	Kif22	7
Gdnf	32.7	Cd68	13.6	Gadd45a	6.6
Chi3l3	28.0	Clec4d	13.5	Wfdc3	6.3
Ccl7	26.5	Cd84	13.3	Flrt3	5.7
Cxcl1	25.7	Chi3l3	13.3	Sez6l	5.6
Ms4a6d	25.3	S100a8	13.1	Slc6a4	4.6
Fcgr4	25.0	Btc	12.6	Nts	4.5
Cxcl14	22.8	Ccl4	11.3	Chac1	4.2
Hdc	21.4	Hmga1	11.2	Itga7	3.8
Sphk1	20.3	Cd52	10.2	S100a11	3.8
Sell	19.7	Slc15a3	10.2	Cryba2	3.7
Cxcl10	19.5	Gdnf	9.7	Speer1-ps1	3.6
Rsad2	18.7	Uhrf1	9.5	Stfa2	3.6
Ppbp	18.4	Hist1h2af	9.2	Camk1	3.5
Slc15a3	17.2	Fcer1g	8.9	Phlda1	3.4
Hmga1	15.6	Arl11	8.1	Gbp2	3.4
Socs3	15.5	Hist1h2ao	8.0	Ucn	3.4
**Tnc**	15.0	Cxcl16	7.7	Taf7l	3.3
Ccl3	14.4	Lgals3	7.7	Cxcl9	3.1
Ccl2	13.9	Hist1h2ad	7.6	Hn1	3
Rasgrf1	13.4	Lat2	7.4	Lipn	3
Ptx3	13.2	Lyz2	7.4	Akr1b8	3
Fos	13.0	Tlr13	7.3	Itpr1	2.9
Retnlg	12.7	Sirpb1	7.3	Lgals3	2.9
Junb	12.3	Cyp4f18	7.1	Bglap2	2.9
Cd52	11.9	Tes	7.0	Prc1	2.9
Sirpb1	11.9	Nckap1l	7.0	Stmn4	2.9
Clec4n	11.5	Cd53	7.0	C1qb	2.8
F10	11.4	Aif1	7.0	Serpinb1a	2.7
Tlr13	11.3	Hist1h2an	7.0	Gap43	2.7
Nptx2	10.7	Mest	6.9	Chst2	2.7
Il1rn	10.5	Gadd45a	6.8	**Mmp16**	2.6
Oasl1	10.3	Ccr5	6.7	Gadd45g	2.6
Lilrb4	9.3	Apoc2	6.6	Xdh	2.6
Ccl9	9.1	Hist1h2ah	6.5	Cyp1b1	2.6
Edn2	8.9	Ly86	6.4	C1qc	2.6
Slc7a11	8.8	Hist1h2ak	6.4	Aspscr1	2.5
Il1r2	8.8	Clec7a	6.1	Cacna2d1	2.5
Il7r	8.7	Laptm5	6.1	Rin1	2.5
Clec4e	8.7	Lpxn	6.0	Adfp	2.5
Tnfrsf12a	8.6	**Cd44**	6.0	Srxn1	2.5

The fold-increase was calculated in transected (distal and proximal, pooled) relative to the sham-operated nerve samples. TIMP-1, tenascin (Tnc), Cd44 and MMP-16 are in bold. DRG, dorsal root ganglia.

A distinct set of genes was induced in the ipsilateral DRG at day 5 post-nerve injury (Table 1, and Fig. 1 and 2). 

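In the DRG, 87 genes were at least 2-fold higher and 33 at least 2-fold lower on day 5, a small part of the number in the nerve. Genes that sensory neurons switch on to regrow axons were at least 2-fold higher for 20 of 31 detected, among them Gal, Gap43, Itga7 and Gadd45a, and 0 were lower (median log2 difference 1.31). Of that list, 18 genes are named by the paper from these arrays, which had been read when the list was written. Macrophage and monocyte markers were higher for 6 of 24, among them Lgals3, Lyz2, C1qb and C1qc (median 0.60), and chemokines for 3 of 20, Cxcl9, Cxcl10 and Ccl8 (median 0.39). Of 12 detected reference genes, 0 changed at least 2-fold (median 0.15).

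The lower genes were largely ones brighter in the spinal cord than in the DRG. Genes of spinal cord neurons and glia were at least 2-fold lower for 7 of 19, among them Omg, Slc32a1, Olig1 and Gad1, and 0 were higher (median -0.63). Of the 33 lower genes, 25 (75.8%) had a signal in the spinal cord array at least 10-fold above the day 5 DRG. Their low day 5 DRG signal is part of how these genes were picked, which favors a high share. Among genes detected in both DRG arrays, the largest decreases were in Cldn10 (3.81-fold), Hap1 (3.38), Pdyn (3.04), Mobp (3.04), Aqp4 (2.99), Sst (2.92), B3gat1 (2.86) and Rasgrf1 (2.69). Against the sham DRG, the spinal cord signals of Cldn10, Mobp and Aqp4 were 12.0- to 15.9-fold higher. Those of the others were 4.39- to 7.40-fold higher. Sensory neuron genes were lower for 2 of 24, Htr3a and Mrgprd, and 0 were higher (median -0.10). The counts were 88 to 33 with no scaling and 212 to 119 after background correction with neqc.

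**Figure D3:**
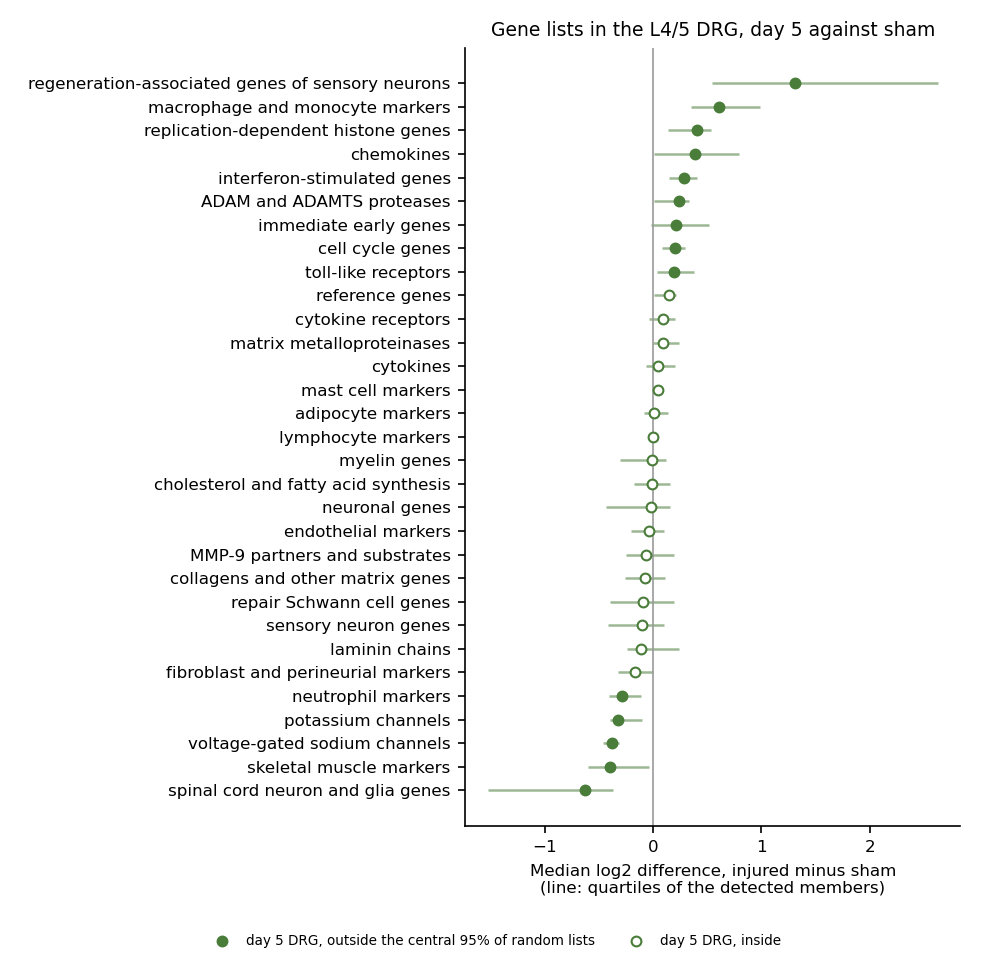
Median log2 difference of each gene list in the L4/5 DRG, day 5 against sham, with the quartiles of the detected members. Filled points lie outside the central 95% of random lists of the same size and similar signal, and under at least 1 alternative the sign changes for the myelin genes and the mast cell markers.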

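Gpr151, an orphan receptor of injured neurons, had the highest fold in the day 5 DRG among genes detected in both arrays (25.5, 95% interval 21.6 to 30.2), from a signal of 129 in the sham DRG to 3306. The transcription factor Atf3 was 18.6-fold higher (16.1 to 21.6), and the neuropeptides Npy and Gal were 15.7-fold (13.8 to 17.8) and 13.4-fold higher (11.0 to 16.4). Sprr1a, which helps axons grow, was below detection in the sham DRG and at least 16.4-fold higher. Cckbr was 9.62-fold, Tubb6 7.67-fold, Ecel1 7.56-fold and Wfdc3 6.85-fold higher. In the nerve arrays Gpr151, Sprr1a and Cckbr were not detected.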

Many of the up-regulated genes are known to be linked to nerve injury, including G-protein coupled receptor 151 (Gpr151), activating transcription factor 3 (Aft3), galanin (Gal), neuropeptide Y (Npy), small proline-rich repeat protein 1A (Sprr1A), cholecystokinin B receptor (Cckbr), endothelin-converting enzyme like-1 (Ecel1) and many others [52], [53], [54], [55]. 

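Of 11 matrix metalloproteinases detected in the DRG, 1 was at least 2-fold higher on day 5 and 0 were lower (median log2 difference 0.09). That gene was Mmp16, a membrane-bound protease, with a signal of 142 in the sham DRG and 398 on day 5 (2.79-fold, 95% interval 2.35 to 3.32). In the nerve, 4 of 13 were higher on day 1, Mmp14, Mmp3, Mmp9 and Mmp13, and Mmp23 was lower (median 0.15), while on day 5 the higher ones were 5 of 13, among them Mmp14, Mmp17, Mmp12 and Mmp9, and 0 were lower (median 0.28).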

Among MMPs, the transcription of MMP-13 and MMP-16/MT3-MMP alone was modestly up-regulated in the DRG samples at day 5 post-transection (Figs. 1, 2 and Table 1).

Our further bioinformatics analysis of the genome-wide transcriptional profiling data identified that the MMP-9-induced CD44 signaling cascade is the likely major signaling pathway that is activated in the nerve microenvironment as a result of sciatic nerve injury (Fig. 3). In addition to CD44 and MMP-9, this cascade includes TIMP-1 and NGAL, both of which directly bind MMP-9. 

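CD44, a cell surface receptor for hyaluronan that can hold MMP-9 at the membrane, had a signal of 323 in the sham nerve, 1903 on day 1 (Cd44, 5.89-fold higher, 95% interval 4.92 to 7.04) and 1784 on day 5 (5.52-fold, 4.77 to 6.37). In the DRG it was 1.42-fold higher on day 5 (1.23 to 1.63). The arrays give the level of each transcript and not whether a signaling cascade was active.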

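Of 15 detected partners and substrates of MMP-9, 5 were at least 2-fold higher on day 1, among them Timp1, Tnc, Lcn2 and Cd44, and Lama2 was lower (median log2 difference 0.23). On day 5, 5 were higher, among them Tnc, Timp1, Cd44 and Pdgfb, and Mag, an adhesion protein of myelin, was lower (median 0.11, and -0.06 at a detection p under 0.01). The list holds 5 genes that the paper names from these arrays, and its day 1 median lay at percentile 84.7 of random lists of similar signal. From its pathway analysis of the profiling data the paper concludes that MMP-9 is at the center of the early response.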

Overall, these unbiased high-throughput data place MMP-9 at the center of the event network that develops in the injured nerve microenvironment shortly after injury.

**Figure 3:**
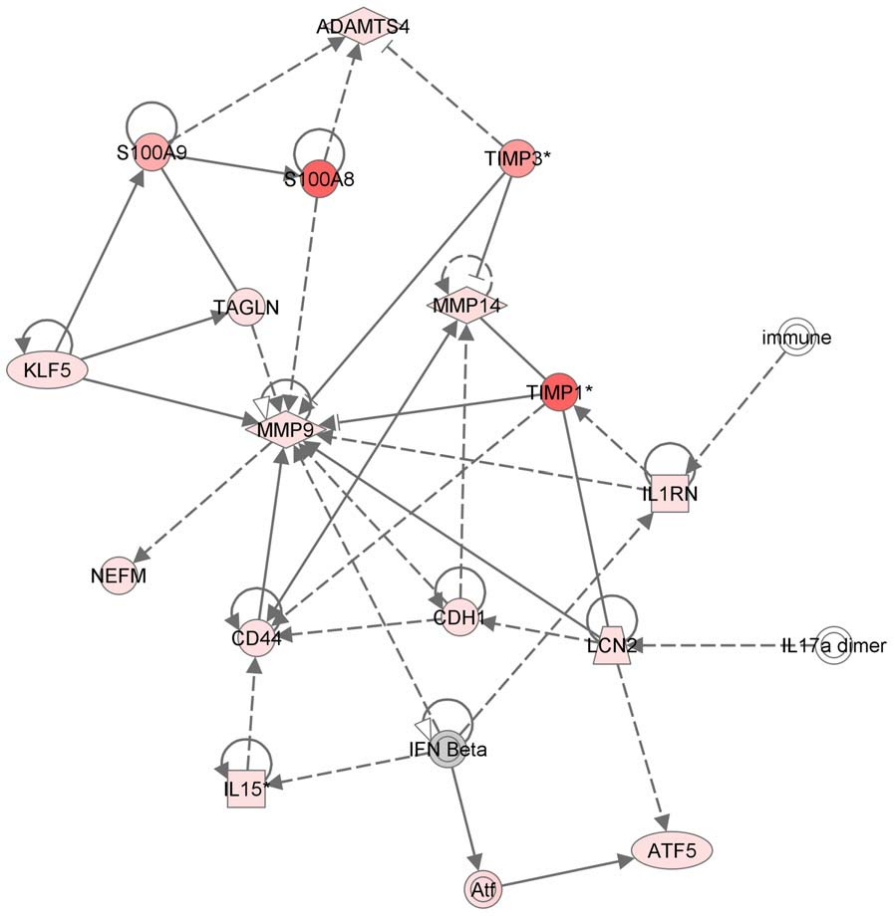
Pathway analysis based on the genome-wide transcriptional profiling suggests the presence of a functional link among MMP-9 TIMP-1, NGAL and CD44. Green and red indicate down- and up-regulated genes in the injured nerve at day 1 post-transection. Color intensity is directly proportional to the gene expression changes relative to sham-operated nerve. Ingenuity core pathway analysis was performed with expression values cutoff set at 300. The shape of the protein symbol shows cytokines, peptidases, transmembrane receptors, kinases and transporters. Lcn2, lipocalin-2/NGAL.

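Of the 16 gene symbols drawn in Fig. 3, 10 were at least 2-fold higher in the day 1 injured nerve, 1 was at least 2-fold lower and 5 were neither. The higher ones included Il1rn, an antagonist of interleukin-1 (11.4-fold, 95% interval 9.65 to 13.5), Adamts4 (3.64-fold), Mmp14 (2.12-fold) and Nefm (at least 3.39-fold), a neurofilament gene with a signal of 8398 in the spinal cord and 12106 in the sham DRG. The lower one was the transcription factor Klf5 (2.84-fold, 2.47 to 3.25). Between these lay Timp3, Tagln, Cdh1, Il15 and Atf5, from a log2 difference of -0.36 in Atf5 to 0.50 in Il15.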

### MMP-9/TIMP-1 complex in nerve after injury

The MMP-9 proenzyme forms a stoichiometric, stable heterodimer, 1∶1 complex with TIMP-1 [23]. As a result, a fine balance between MMP-9 and TIMP-1 is a major parameter in regulating both the MMP-9 proenzyme activation and the active MMP-9 enzyme functionality in the tissue. A further analysis of the expression levels of MMP-9 and TIMP-1 based on the transcriptional profiling data revealed that the TIMP-1∶MMP-9 signal intensity ratio increases approximately 10-fold from roughly 1∶1 in the sham-operated nerve to a 1∶11 ratio at days 1 and 5 in the transected nerve (Table 2). 

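The signal of TIMP-1 was 381 in the sham nerve, 17236 on day 1 and 7025 on day 5, and that of MMP-9 was 247, 1393 and 605 (Timp1 and Mmp9). The ratio of the 2 signals was 1.54 in the sham nerve (95% interval 1.32 to 1.81), 12.4 on day 1 (10.4 to 14.7) and 11.6 on day 5 (10.0 to 13.5), which is 8.01 and 7.51 times the sham ratio. TIMP-1 was thus higher by a larger factor than MMP-9, and both were higher on each day. Both sham nerve signals lay within 4-fold of the floor of that array (124), where background makes up much of the signal. The sham ratio and the factors taken from it are therefore less certain than the bead interval shows. The paper reports the increase of this ratio in the transected nerve.

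The value is a ratio of signal intensities, as the paper defines it, and not of amounts of transcript, because 2 probes need not give the same signal per molecule. With the dimmer of the 2 Timp1 probes, chosen after its values were seen, the ratios were 1.24, 10.8 and 9.98. In the authors' processed values the dimmer probe had signals of 284 in the sham nerve, 15689 on day 1 and 6413 on day 5. The brighter probe, used here, had 355, 18356 and 7700. The TIMP-1 signals in Table 2 of the paper lie nearer to those of the dimmer probe. Which probe the paper used is not stated, so a different probe may account for differences from its ratios.

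**Figure D4:**
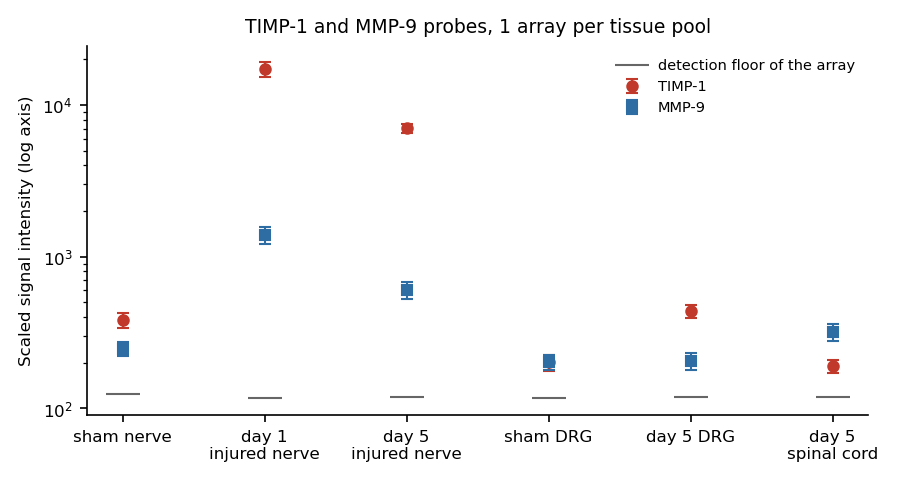
Scaled signal of the TIMP-1 and MMP-9 probes on a log axis in each pool (1 array each), with 95% intervals from the beads of each probe. Grey bars mark the lowest signal detected in each array.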

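In the DRG, the TIMP-1 signal was 202 in the sham array and 436 on day 5 (Timp1, 2.16-fold higher, 95% interval 1.85 to 2.53), and the MMP-9 signal was 203 and 205 (Mmp9). The ratio was 0.996 in the sham DRG (0.845 to 1.17) and 2.13 on day 5 (1.81 to 2.51), or 2.14 times the sham ratio. With the dimmer Timp1 probe, chosen after its values were seen, the 2 TIMP-1 signals were under 2-fold apart, and the ratios were 1.07 and 1.92. The mean of the 2 Timp1 probes was also under 2-fold higher (log2 difference 0.98). In the authors' processed values the dimmer probe had signals of 198.5 in the sham DRG and 354 on day 5. The brighter one had 184 and 394. The DRG signals of TIMP-1 in Table 2 of the paper also lie nearer to those of the dimmer probe. The probes had signals within 4-fold of the detection floor, where background makes up much of the signal and draws a ratio toward 1. A test across animals was not possible with 1 pool per condition.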

At the same time, following the injury or sham operation of the sciatic nerve, the TIMP-1∶MMP-9 ratio does not change significantly in the DRG.

**Table 2:** TIMP-1: MMP-9 ratio in the nerve samples.

	Sham Nerve	D1 Nerve	D5 Nerve	Sham DRG	D5 DRG
MMP-9	225	1,238	550	183	186
TIMP-1	279	14,416	6,383	196	347
TIMP-1∶ MMP-9 ratio	1.24	12.45	11.61	1.07	1.87

The normalized signal intensity of the MMP-9 and TIMP-1 genes was derived from the genome-wide transcriptional profiling data. Note the dramatic increase of the TIMP-1∶ MMP-9 signal intensity ratio on days 1 and 5 post-injury (D1 and D5, respectively) in the peripheral nerve sample. DRG, dorsal root ganglion, day 5 post-injury.

Normally, the levels of MMP-9 are exceedingly low in intact adult nerves. In turn, in the injured nerve MMP-9 expression increases sharply reaching its maximal value at day 1 post-injury [35], [36]. In agreement, gelatin zymography of nerve extracts revealed that the level of MMP-9 was exceedingly low in the sham-operated nerve samples. In turn, the level of MMP-9 sharply increased post-injury. The monomer, homo- and heterodimer species of the latent and active MMP-9 species were detected in the distal and the proximal stumps of the transected nerves. In contrast, similar levels of MMP-2 (gelatinase A), a related gelatinase that is distinct from MMP-9, were present in the sham-operated and transected nerve samples (Fig. 4A).

**Figure 4:**
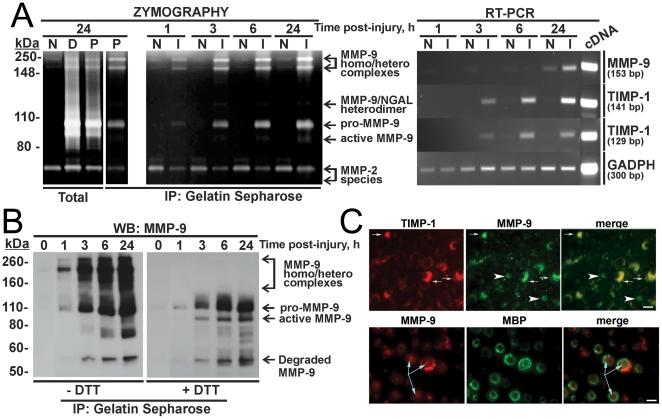
MMP-9/TIMP-1 relationship in the sciatic nerve. **A,** Left, Multiple murine MMP-9 species are detected by gelatin zymography. The total extracts (10 µg total protein each) of the naïve (N), distal (D) and proximal (P) segments of the transected nerves were analyzed by gelatin zymography. Right lane, the purified MMP-9 sample isolated from an aliquot (25 µg total protein) of the proximal nerve extract (P) is provided as a reference. Middle, the purified MMP-9 samples isolated from the naïve (N) and crushed (I) nerve (50 µg and 25 µg total protein, respectively) 1, 3, 6 and 24 h post-injury were analyzed by gelatin zymography. Note a 2× protein loading of the naïve samples relative to the injured samples. Right, 2% agarose gel-electrophoresis of the RT-PCR products. The MMP-9 and TIMP-1 genes were amplified using the naive and crushed samples in the RT-PCR reactions. The unique primers were used in a 35-cycle PCR reaction to generate a 153 bp MMP-9 fragment, and 129 bp and 141 bp TIMP-1 fragments. GAPDH was used for sample normalization. Right lane (cDNA), the first strand cDNA control synthesized from the total mouse spleen RNA in the RT-PCR reaction. **B,** High molecular weight forms of MMP-9 in the injured sciatic nerve. The reduced (+DTT) and unreduced (−DTT) purified MMP-9 samples (15 µg total protein each) isolated from the injured sciatic nerve 0, 1, 3, 6 and 24 h post-injury were analyzed by Western blotting with the MMP-9 antibody. **C,** Immunofluorescence for MMP-9 and TIMP-1 co-localize in mSCs of crushed nerve 24 h post-injury. Upper panel, MMP-9 (green) and TIMP-1 (red) co-localize in crescent structures of mSCs (arrows). Circular structures are MMP-9 but not TIMP-1 reactive (arrowheads). Lower panel, MMP-9 (red) localizes in the cytoplasm of mSCs, marked with MBP (green). MMP-9 is also detected in axoplasm of mSCs (arrows). Scale bar, 10 µm.

To further characterize the interactions of TIMP-1 with MMP-9 in the regenerating nerve in the early hours after injury, we employed RT-PCR, gelatin zymography of the purified samples, immunoblotting and immunostaining of the nerve samples at 1, 3, 6 or 24 h after nerve crush. For the gelatin zymography analysis, the MMP-9 species were first extracted from the nerves and then purified from the extracts using gelatin Sepharose-beads. The bound material was eluted and analyzed (Fig. 4A). Multiple MMP-9 species were detected as early as 1 h post-injury in the crushed nerve samples.

In sharp contrast with the MMP-9 protein we detected in the nerve as early as 1 h after nerve crush, the MMP-9 mRNA was detected much later in the nerve samples (Fig. 4A). Thus, according to RT-PCR, the MMP-9 mRNA remained undetectable until 24 h post-injury in the crushed nerves. In turn, the TIMP-1 mRNA was already present in the nerve 3 h after the crush. The level of TIMP-1 then continued to increase further in the crushed nerve.

According to the results of gelatin zymography and Western blotting, a significant portion of MMP-9 was present in a form of the high molecular weight, 200–250 kDa bands and as a 125–130 kDa MMP-9/NGAL complex in the crushed nerve (Fig. 4A, B). A disulfide bridge formation between the hemopexin domain cysteine residues is required for the dimerization of MMP-9 [23], [56]. In agreement, following the reduction with DTT, the high molecular weight species dissociated and, as a result, generated the ∼110 kDa proenzyme, the 86–88 kDa enzyme, and the low molecular weight degraded forms of murine MMP-9 (Fig. 4B). Overall, our studies provide valuable evidence that both the latent and proteolytically active MMP-9 species were present in the injured nerve as early as 1 h after crush. However, only after as long as 24 h after the lesion, MMP-9 synthesis ensued in the crushed nerve. These data imply that shortly after the lesion the pre-synthesized MMP-9 protein was already present at the nerve crush site.

In agreement, we detected the round-shaped TIMP-1-free MMP-9-positive structures in the crushed nerve microenvironment. The most likely they represent neutrophils [50], [51], [57], [58], which infiltrate the nerve shortly after the injury [59]. mSCs were the main cell type that co-distributed TIMP-1 and MMP-9 at day 1 post-crush (Fig. 4C). Because of their 1∶1 association with myelinated (i.e., myelin basic protein (MBP)-reactive) axons, mSCs appeared as characteristic crescent structures [60]. MMP-9 was also observed in the axoplasm of myelinated fibers.

### MMP-9 is required to maintain mature mSCs *in vivo*

After nerve injury, mSCs undergo de-differentiation, followed by their proliferation that lasts over a week post-injury in rodents [3], [18]. To determine the role of MMP-9 in these events, we used MMP-9 knockout (KO or MMP-9^−/−^) homozygous mice. Gelatin zymography confirmed the absence of the MMP-9 activity in the injured nerve and the associated L4/5 DRG in MMP-9^−/−^ mice (Fig. 5A).

**Figure 5:**
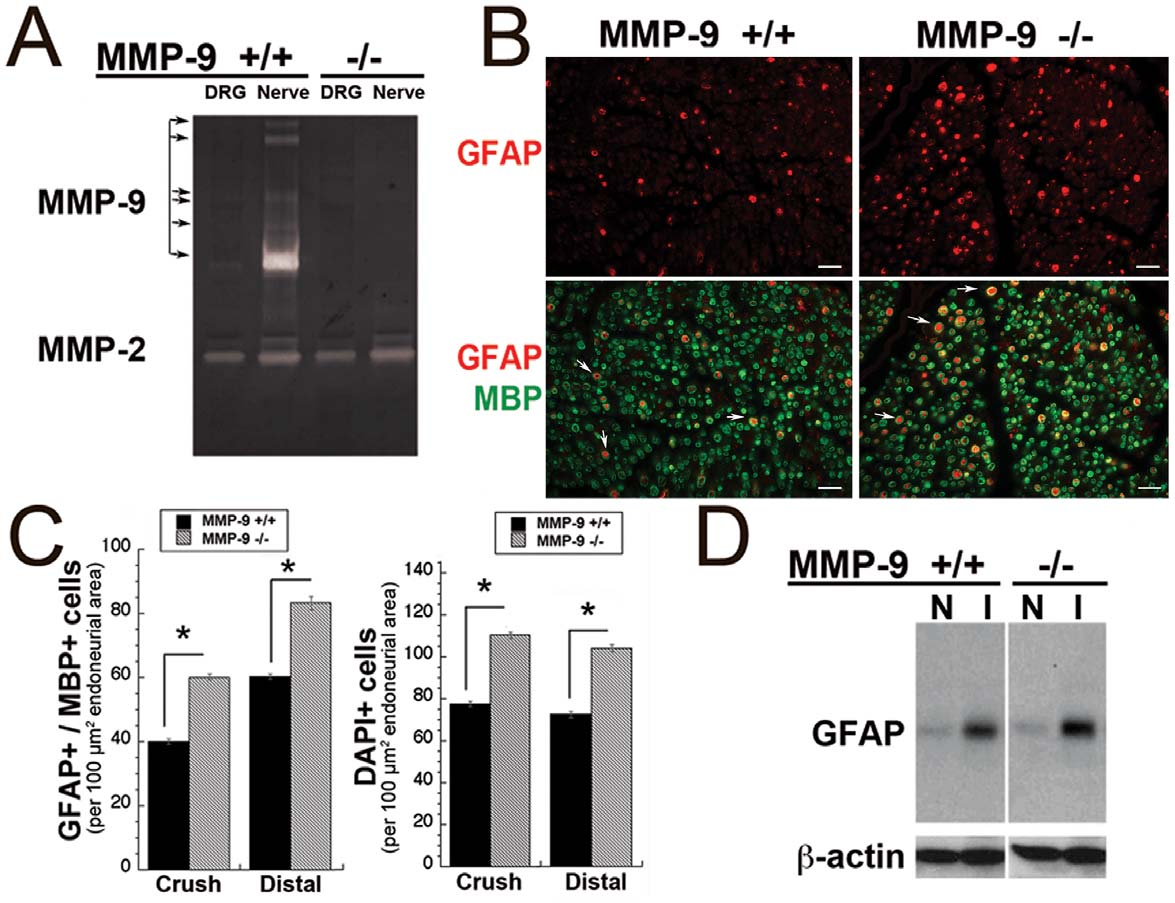
Immature mSCs accumulate in crushed MMP-9 KO nerves. **A,** Gelatin zymography of the sciatic nerve and the L4/5 DRG 24 h post-crush samples in MMP-9^+/+^ and MMP-9^−/−^ mice. MMP-9, but not MMP-2 was diminished in MMP-9^−/−^ samples (n = 2/lane, pooled). **B,** Immunofluorescence of GFAP (red) and MBP (green) at day 5 post-injury in MMP-9^−/−^ and MMP-9^+/+^. Transverse nerve section, crush site (representative of n = 3/group), Scale bar, 40 µm. Increased number of immature, GFAP+ mSCs in MMP-9^−/−^ nerves. **C,** Morphometry of B and of DAPI-positive cell counts at the crush site and 10–20 mm distal to crush site. (*, p<0.05). **D,** Immunoblotting for GFAP (∼45 kDa) and β-actin in the naive (N) and injured (I) nerve at day 5 post-crush (the crush site) in MMP-9^+/+^ and MMP-9^−/−^ mice (representative of n = 4/group).

Immature Schwann cells express GFAP. Thus, during injury-induced de-differentiation both non-myelinating and mSCs induce GFAP at day 5 post-injury [3], [18]. In order to distinguish the de-differentiating mSC population, the crushed nerve sections were stained for both GFAP and MBP at day 5 post-crush. The number of the dual-reactive GFAP+/MBP+ cells per nerve area was clearly elevated in the nerves of MMP-9^−/−^ mice compared with MMP-9^+/+^ mice (Fig. 5B–C). These observations are consistent with the parameters in both the crush site and a distal region, which is 10–20 mm apart from the crush site (Fig. 5C). This later finding eliminates the possibility of retrograde SC migration as the main cause of the increased numbers of immature mSC. Importantly, in MMP-9^−/−^ mice the DAPI-positive cell counts were also elevated in both regions. Immunoblotting confirms an increased level of GFAP at the crush site at day 5 in both wild-type and MMP-9−/− mice post-crush compared with the naïve nerve (Fig. 5D). The MMP-9 KO, however, had no significant effect on the total GFAP level relative to that of β-actin. This finding is consistent with the finding that the elevated GFAP levels in MMP-9^−/−^ nerves are accompanied by an increase in total protein and cell numbers (i.e., DAPI counts) due to an enhanced rate of mSC mitosis after either MMP-9 gene deletion or MMP-9 activity inhibition [22], [34], [39]. Collectively, these data suggest that MMP-9 is required to suppress the pre-mitotic de-differentiation of mSCs and/or the to promote the post-mitotic maturation of mSCs in the injured nerve. MMP-9, however, does not specifically regulate the GFAP expression levels in SCs. Consistent with this suggestion, MMP inhibition did not affect the GFAP mRNA level in the injured nerve [22].

### MMP-9 elicits an early anti-mitogenic role in SCs that influences remyelination

De-differentiated mSCs enter the cell cycle and then re-differentiate to support remyelination [3], [18]. In our study, we aimed to specifically assess whether the early anti-mitogenic action of MMP-9 in Schwann cells (within day 4 post-injury) [39] affects remyelination (day 27 post-injury). Because SCs begin to actively proliferate at day 2 post-injury [18], and the anti-mitogenic MMP-9 action is observed within 4 days post-injury, BrdU was administered daily between days 2 and 4 after nerve crush in MMP-9^+/+^ and MMP-9^−/−^ mice. The nerves were allowed to remyelinate and BrdU was detected at day 27 post-crush (Fig. 6A). In both mouse strains, the nerves effectively remyelinated (Fig. 6B). There was no significant difference in the myelin thickness, evaluated by the G-ratio (a ratio of the axonal diameter to the fiber diameter [61]) in normal (0.6786±0.003 and 0.6363±0.003) or remyelinated (0.694±0.003 and 0.6788±0.005) nerves of MMP-9^−/−^ and MMP-9^+/+^mice, respectively. However, the number of the cells that incorporated BrdU during the first 4 days post-crush was significantly higher in the remyelinated nerves in MMP-9^−/−^ mice compared with MMP-9^+/+^ mice (Fig. 6C). These cells localized mainly within the laminin-reactive SC structures. Based on these data, we conclude that MMP-9 activity is not essential for the regulation of myelin thickness. However, anti-mitogenic MMP-9 activity within the first days post-injury pre-determines the post-mitotic SC levels in remyelinated nerves.

**Figure 6:**
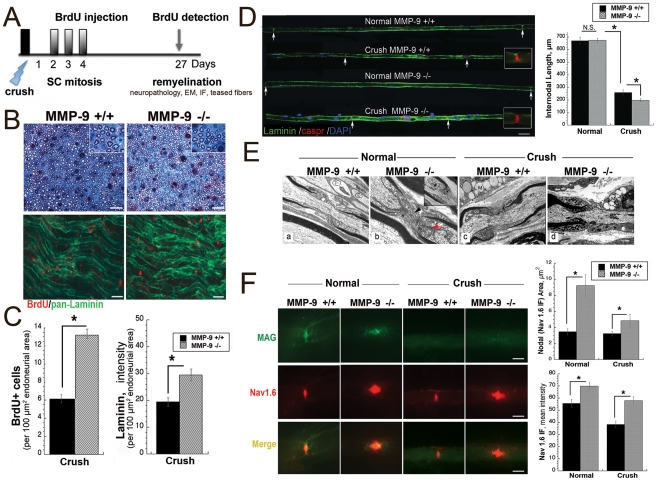
Remyelinated nerves of MMP-9 KO mice exhibit more SCs, short internodes and aberrant Na_v_1.6 clusters. **A,** A schematic of BrdU administration (100 mg/kg, i.p.) at days 2–4, followed by BrdU detection during remyelination (day 27 post-crush). **B,** Methylene blue Azure II staining of transverse araldite-embedded nerves at day 27 post-crush, the crush site (top panel). Effective remyelination in MMP-9^+/+^ and MMP-9^−/−^ mice (representative of n = 3/group). Immunostaining for BrdU (red) and laminin (green) after A. (bottom panel); longitudinal nerve section, the crush site, day 27 post-crush. Increased number of cells that incorporate BrdU at days 2–4 post-crush remain in remyelinated nerves in MMP-9^−/−^ mice (representative of n = 3/group). Scale bars, 50 µm. **C,** The mean BrdU+ cell counts and pan-laminin staining from B. ± SEM in n = 4/group (*, p<0.05). **D,** Teased fibers in normal and remyelinated (day 27 post-crush) nerves in MMP-9^+/+^ and MMP-9^−/−^ mice: immunofluorescent staining for laminin a2 (green), Caspr (red) and DAPI (blue). The distance between two arrows represents a myelin internode. The graph represents the mean internodal length (µm) ± SEM presented in A (*, p<0.05). N.S., not significant. Scale bars: A, 30 µm (insets, 1200× magnification). **E,** Electron microscopy of the nodes of Ranvier and the adjacent paranodes in normal and remyelinated (day 27 post-crush) nerves in MMP-9^+/+^ and MMP^−/−^ mice. (a), Paranodal loops in contact with the axolemma of a small myelinated fiber in MMP-9^+/+^ mouse. (b), Desmosomal junctions between adjacent paranodal loops (arrow) and nodal microvilli (arrowhead) in MMP-9^−/−^ mouse. Inset shows a heminode with an axon-SC network (asterisk) in the juxtaparanodal region. (c), The lipid-laden macrophages (M, upper left) in the crushed nerves of MMP-9^+/+^ mouse. (d) The heminode (left) is myelinated in the crushed nerve of MMP-9^−/−^ mouse. The lipid-laden macrophages in close contact with the axolemma in the non-myelinated region (M, right). Scale bar 1.33 µm in “a”; 0.87 µm in “b” (2.0 µm in inset); and 1.67 µm in c–d. **F,** Immunostaining for Na_v_1.6 (red) and MAG (green) in teased nerve fibers. The graph represents the mean Na_v_1.6 reactive clusters (red) signal area or the intensity ± SEM (*, p<0.05). Scale bars, 3 µm.

### MMP-9 controls myelin formation after injury

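Of 6 laminin chains detected in the nerve, proteins of the basement membrane, 3 were at least 2-fold lower on day 1, Lamb2 (2.60-fold, 95% interval 2.15 to 3.15), Lama2 (2.26-fold) and Lamb3 (2.22-fold), and 0 were higher (median log2 difference -0.997). Markers of fibroblasts, fat and skeletal muscle, which also make laminins, were lower in the same array. On day 5, Lamb3 alone was at least 2-fold lower (2.27-fold), and the median of the 6 was -0.52. In the DRG 0 of 6 changed at least 2-fold (median -0.11).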

According to our bioinformatics analysis using Ingenuity, laminin was linked to the MMP-9-dependent pathway in the injured nerve (data not shown). Laminins are the essential components of the SC basement membrane, mSC morphogenesis and myelin ensheathment [62], [63], and they are susceptible to MMP-9 proteolysis [64]. Consistent with the data by others, the levels of pan-laminin increased in remyelinated nerves of MMP-9^−/−^ mice (Fig. 6B–C). It is likely that MMP-9 proteolysis of laminin may at least partly control mSC maturation and myelin ensheathment. Furthermore, laminin 2 is required for establishing both the proper length of myelin internodes and the nodal clustering of Na_v_1.6 channels [65], [66].

To analyze the effect of MMP-9 KO on the internodal length, naïve and remyelinated (day 27 post-crush) sciatic nerves of MMP-9^−/−^ and MMP-9^+/+^ mice were individually teased out and stained for laminin 2 and a paranodal marker, Caspr [60] (Fig. 6D). The internodal length was similar in naïve nerves of MMP-9^−/−^ (620±16 µm) and MMP-9^+/+^ (614±15 µm) mice. The internodal length was significantly reduced in remyelinated fibers compared with naïve fibers of both mouse strains, due to an anticipated effect of nerve injury on SC proliferation [41]. In addition, the internodes of remyelinated fibers were approximately 24% shorter in MMP-9^−/−^ mice (198.8±12 µm) compared with MMP-9^+/+^ (258.4±18 µm) mice. According to the DAPI staining, cell numbers increased in regenerating nerves of MMP-9^−/−^ mice relative to MMP-9^+/+^ mice, consistent with our previous observations [39] and (Fig. 5C).

The nodes of Ranvier and the adjacent paranodes were examined in naïve and remyelinated nerves of MMP-9^−/−^ and MMP-9^+/+^ mice. We did not record any significant ultrastructural abnormalities of the nodes in MMP-9^−/−^ animals as compared with MMP-9^+/+^ mice (Fig. 6E). The teased nerve fibers were stained for both the nodal Na_v_1.6 channel [67], the clustering of which has been reported to be laminin-dependent [66], and myelin associated glycoprotein (MAG), a paranodal protein [60] that is sensitive to MMP-9 proteolysis *in vitro* [68]. We observed a significant difference in the Na_v_1.6 and MAG immunoreactivity in both the naïve and remyelinated fibers in MMP-9^−/−^ mice compared with those in MMP-9^+/+^ mice (Fig. 6F). The MAG-reactive paranodes were elongated in the naïve nerves of MMP-9^−/−^ mice. The MAG immunoreactivity was elevated and appeared diffuse in naïve nerves of MMP-9^−/−^ mice relative to MMP-9^+/+^ mice. The MAG immunoreactivity was low in the remyelinated compared with the naïve fibers in both mouse strains, however, slightly elevated in remyelinated nerves of MMP-9^−/−^ mice. Both the intensity and the area size of the Na_v_1.6 immunoreactivity were significantly increased in the naïve and remyelinated nerves of MMP-9^−/−^ mice compared with MMP-9^+/+^ mice (Fig. 6F). The clear demarcation and the shape of Na_v_1.6 clusters were lost in MMP-9 KO mice. However, the motor nerve conduction velocity (MNCV) was not significantly different between normal and remyelinated nerves in MMP-9 KO mice as compared with MMP-9^+/+^ mice (Table 3). Taken together, our findings suggest that MMP-9 directly regulates the molecular assembly of the nodes and paranodes during nerve development and injury rather than affects motor nerve conduction.

**Table 3:** MNCV in MMP-9^−/−^ and MMP-9^+/+^ mice.

	MMP-9^+/+^	MMP-9^−/−^	p value
Normal nerve MNCV (m/s)	51.3±2.6	54.1±2.6	NS
Crushed nerve MNCV (m/s)	22.6±2.5	25.9±1.4	NS
Crushed MNCV/Normal MNCV	0.452±0.065	0.482±0.025	NS

Motor nerve conduction velocity (MNCV) expressed as mean ± SEM (n = 7/group) analyzed with a two-tailed, unpaired t-test or an unpaired t-test with Welch's correction when variances were unequal. NS, not significant.

### MMP inhibition diminishes the expression of sodium channels in the injured nerve

High expression levels of certain Na_v_ channels, including Na_v_1.8 and Na_v_1.7, have been linked to the development of sensorimotor deficits and neuropathic pain [43]. Because of the developmental changes in the Na_v_ clustering and potentially compensatory effects of constitutive MMP-9 KO on nerve conduction, we tested if pharmacologic MMP-9 inhibition affects the expression of Na_v_1.8 and Na_v_1.7 channels in adult injured nerves. For this purpose, we used a wide-range inhibitor of MMPs, GM6001 (10 mg/kg). Earlier, GM6001 was shown to promote the functional regeneration of sensory axons and to attenuate neuropathic pain [22], [34]. GM6001 was injected i.p. daily for 5 days after nerve crush in rats. GM6001 significantly suppressed the expression of Na_v_1.8 and Na_v_1.7 channels in the crushed rat nerve compared to the vehicle treatment (Fig. 7). This observation directly links the ability of GM6001 to improve sensory recovery and inhibit neuropathic pain to its ability to reduce the levels of Na_v_1.8 and Na_v_1.7 channels.

**Figure 7:**
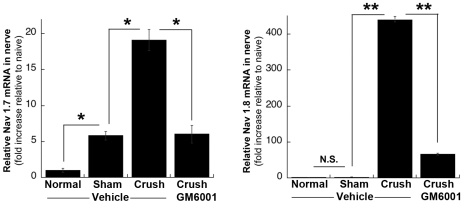
MMPi therapy blocks Na_v_1.7 and 1.8 channel induction in nerve. *Taqman* qPCR for Na_v_1.8 and 1.7 in normal or crushed (day 5) rat sciatic nerve normalized to GAPDH. GM6001 or vehicle was administered i.p. immediately and then daily at days 1–5 after crush. The mean fold increase ± SEM to normal nerves (*, p<0.05; **, p<0.01, ANOVA, Tukey's post-hoc test of n = 6/group). NS, not significant.

## Discussion

The success of peripheral nerve repair depends largely on the ability of SCs to proliferate and to provide trophic support to regenerating axons. In addition to the proliferative and proinflammatory growth-regulating factors identified by the earlier genome-wide profiling studies [45], [46], [47], [48], our data reveal the novel important cellular components including MMP-9, TIMP-1, NGAL and CD44 in the injured nerve. It has been long suspected that proteolysis is involved in suppressing SC mitosis and axonal regeneration [16], [21]. To this end, we have already established that inhibition of MMP activity facilitates sciatic nerve regeneration by promoting the rate of SC mitosis [22]. Herein, we determined that MMP-9 produced in SCs either alone or complexed with its specific endogenous inhibitor, TIMP-1, controls the status of SC maturation and myelin formation in the injured nerve.

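On day 5, TIMP-1 was 18.4-fold above the sham nerve (Timp1, 95% interval 16.1 to 21.0), and among genes detected in both arrays Tnc, Arg1 and Trem2 had a higher fold. The other 3 inhibitors of the family did not follow it. On day 1, Timp3 was 1.10-fold higher, Timp4 1.12-fold lower and Timp2, the inhibitor of MMP-2, at least 2-fold lower, and on day 5 none of the 3 was at least 2-fold higher or lower.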

We identified TIMP-1 as one of the top up-regulated genes in the injured nerve. By binding to the catalytic domain of the MMP-9 enzyme, TIMP-1 blocks an access of substrates to the active site of MMP-9 [23]. In addition and in contrast with other MMPs, the MMP-9 proenzyme, via its C-terminal hemopexin domain, forms a stable heterodimer stoichiometric complex with TIMP-1 [23]. As a result, a fine balance between MMP-9 and TIMP-1 is a major parameter in regulating both the MMP-9 proenzyme activation and the active MMP-9 enzyme functionality in the tissue. In the course of the first 24 h after nerve crush, TIMP-1 expression rapidly increases providing an excess of TIMP-1 relative to the amounts of MMP-9 existing in the nerve microenvironment. Despite the presence of the endogenous inhibitor in nerve, MMP-9 activity is involved in immune cell infiltration, SC mitosis and myelin proteolysis [34], [35], [36], [39]. MMP-9 is produced by several resident and infiltrating cell types, including Schwann cells, endothelial cells and macrophages [69], which continually remodel the repairing nerve [59], [70].

However, in the tissue MMP-9 is not always encumbered by TIMP-1. Thus, neutrophils, which normally rapidly invade the damaged nerve [59], are an abundant source of TIMP-1-free MMP-9. In the neutrophil granules, TIMP-1-free MMP-9 co-exists with NGAL. NGAL directly binds MMP-9 and, as a result, protects MMP-9 from rapid degradation and self-destruction [50], [51], [71], [72]. The pre-synthesized MMP-9 enzyme detected by gelatin zymography shortly after nerve injury may be provided by the infiltrating neutrophils. Alternatively, MMP-9 in the nerves may represent an axoplasmic protein that has been transported from the DRG or the SCs. MMPs, which are distinct from and additional to MMP-9, may also associate with TIMP-1 and reduce its net inhibitory activity. In contrast with MMP-9 and TIMP-1, both MMP-2 and its inhibitor TIMP-2 are expressed at a baseline level shortly after injury (data not shown). 

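MMP-2, a gelatinase of the resting nerve, had a signal of 9810 in the sham nerve, 5296 on day 1 (Mmp2, 1.85-fold lower, 95% interval 1.62 to 2.12) and 10998 on day 5 (1.12-fold higher, 0.950 to 1.32). Its inhibitor TIMP-2 had a signal of 19609 in the sham nerve, 7964 on day 1 (Timp2, 2.46-fold lower, 2.05 to 2.95) and 12824 on day 5 (1.53-fold lower, 1.26 to 1.86). Both were thus well above detection in all 3 nerve arrays.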

At day 5 post-injury, the levels of MMP-2, however, appear to be highly elevated at the blood-nerve and perineurial barriers and the SC basement and plasma membranes [69], consistent with a distinct function for the MMP-9/TIMP-1 and MMP-2/TIMP-2 systems post-injury [34], [69], [73], [74]. Because within one day of transection the proximal (regenerating) and distal (degenerating) nerve stumps induce both the MMP-9 mRNA [39] and protein expression, we propose that the enzyme independently regulates the initiation of both, axonal regeneration and degeneration.

MMP-9 suppresses de-differentiation and mitosis and/or promotes post-mitotic maturation of mSCs. In agreement, the findings by others suggest that MMP-9 supports the mature phenotype in myelinating oligodendrocytes [75], [76], [77] and MMP-9 inhibition promotes proliferation of the oligodendrocyte progenitors in the injured spinal cord [30]. MMPs, however, are specific anti-mitogens to myelinating glia but not of monocytes and/or microglia in the injured nerve and spinal cord [22], [30]. It is interesting to note that the hemopexin protein [78] and TIMP-1 [79] both, have recently been linked to the oligodendrocyte maturation. Because in the injured nerves the endogenous MMP-9 level is elevated during SC proliferation, we suggest that MMP-9 largely contributes to the suppression rather than to the prevention of SC proliferation.

MMP-9 regulates mitosis and phenotypic switching in SCs by activation of ERK1/2 (but not p38 or JNK) *via* the neuregulin/ErbB, IGF-1 and PDGF ligand/receptor signaling cascades [39]. Both, ERK1/2 activation and anti-mitogenic activity are likely related to the proteolytic activity of MMP-9 that is sensitive to the inhibition by GM6001 [22], [39]. The non-proteolytic activity of the hemopexin domain of MMP-9 alone was capable of activating ERK1/2 in various cultured cells [56], [80], [81], including SCs [82]. In the latter, ERK1/2 activation was attributed to the MMP-9-mediated activation of lipoprotein-related protein-1. Our bioinformatics analysis, however, also identified CD44 as the key MMP-9 receptor in the injured nerves. CD44 is known to specifically bind MMP-9 via its hemopexin domain and to activate the ERK1/2 signaling [83], [84]. It is tempting to hypothesize that in agreement with the observations by others MMP-9 or MMP9/TIMP-1 binding to cellular CD44 affects the CD44 signaling [85].

In the remyelinating nerves lacking MMP-9, mSCs are unable to form long internodes. In agreement, MMP-2/MMP-9 inhibition results in the short internodes in myelinating DRG neurons in culture [86]. We suggest that by increasing the SC numbers (via mitosis) that line the regenerating axons, MMP-9 deletion results in the short myelin internodes. The findings by others also suggest that MMP-9 promotes the process extension of oligodendrocytes [75], [76]. The presence of short internodes, however, did not cause any significant aberrations of motor nerve conduction in MMP-9 KO mice. It is possible that the functional redundancy in the MMP family [86], [87], [88] was sufficient to compensate for the lost functions of MMP-9 in nerve conduction. A possibility also exists that MMP-9 selectively affects repair and adaptive changes of sensory nerve fibers post-injury [22], [34], [35], [73]. Consistent with our present findings, recent data by Court et al. [88] demonstrate that myelin thickness is not greatly affected in the nerves deficient in MMP-9 and MMP-2. [88]. Yet, MMP-9 deficient nerves exhibit large appositions of the myelin sheath and small Cajal bands [88], the cytoplasmic channels, that transport MBP mRNA from perinuclear to nodal regions [40]. Interestingly, MMP blockage reduces the levels of MBP mRNA in the injured nerve [22]. Court and colleagues provide additional evidence that gelatinases modulate the size of SC compartments by regulating cleavage and deposition of dystroglycan in nerve [88]. MMP inhibition reverses the internodal shortening of dystroglycan-deficient SCs [88], implying that the reduced MMP activity improves SC elongation independent of dystroglycan.

The molecular assembly of the nodes of Ranvier is directly linked to myelination [40]. During nerve development, nodal Na_v_ channel clustering depends critically on the laminin 2 complex with its receptor, dystroglycan [65], [66]. Thus, the SC-specific deletion of laminin 2 and dystroglycan results in the Na_v_1.6 clusters with a small surface area [66]. It is plausible that the diminished proteolysis of dystroglycan and laminin is the reason for the large Na_v_1.6 channel clusters in MMP-9-deficient nerves [88], [89]. It has been suggested that Na_v_ channel complexes are forced into the nodes during size-filtration within the SC processes [42]. MMP-9 proteolysis of MAG [68], involved in myelin adhesion to the axolemma, may affect the molecular and structural assembly of the paranodes [90]. MMP-9 also cleaves tenascin C [91], a nodal Na_v_ channel-binding protein [42] the expression of which is significantly up-regulated in the injured nerve. We have recently localized MMP-9 to the nodes and paranodes of myelinated fibers (data not shown), in a close proximity of these substrates. The ability of MMP inhibition to suppress the expression of Na_v_1.7 and 1.8 channels may be explained by inactivate ERK1/2 signaling in SCs and repressed demyelination [34], [39], [44], [92].

Overall, our study identifies the MMP-9/TIMP-1 axis as an important component of the diversified biochemical and cellular network in the injured peripheral nerve. This axis is essential to the regulation of the state of SC maturation and axonal remyelination. Our work also suggests that the role MMP-9 plays early post-injury has implications on the outcome of remyelination. Finally, the regulation of Na_v_ channels by MMPs represents a novel paradigm in the nervous system.

## Materials and Methods

### Reagents

Basic reagents were normally purchased from Sigma-Aldrich (St. Louis, MO) unless indicated otherwise. The following antibodies were used for immunodetection: polyclonal goat anti-mouse MMP-9 (R&D Systems, Minneapolis, MN, cat. #AF909; 0.1 µg/ml), polyclonal goat anti-mouse TIMP-1 (R&D, cat. #AF980; 0.1 µg/ml), rabbit anti-GFAP (Dako, Carpinteria, CA, cat. #Z0334, 1∶1000), mouse anti-human MBP (AbD Serotec, Raleigh, NC, cat. #MCA686S, 1∶250), rat anti-BrdU (Abcam, Cambridge, MA, cat. #ab6326, 1∶100), rabbit anti-Caspr (Santa Cruz Biotechnology, Santa Cruz, CA, cat. #sc-25669, 1∶25), goat anti-MAG (Santa Cruz Biotechnology, cat. #sc-9544, 1∶50), goat anti-mouse Alexa-594 (Invitrogen, Carlsbad, CA, 1∶400) and goat anti-rabbit Alexa-488 (Invitrogen, 1∶400). Rabbit anti-Na_v_1.6 (cat. #S0438, 1∶350), mouse anti-β-actin (cat. #A53166, 1∶10,000), rabbit anti-laminin (cat. #L9393, 1∶300), rat anti-laminin a2 (cat. #L0663, 1∶100) were from Sigma. 4′-6-diamidino-2-phenylindole (DAPI; 1∶20,000) was from Invitrogen. TIMP-1 from human neutrophil granulocytes (cat. #612080) and BrdU (cat. #203806) were purchased from Calbiochem (San Diego, CA). GM6001 (a hydroxamate inhibitor of MMPs; K_i_ of 0.1–0.5 nM for MMP-1, -2, -8 and -9, and of 27 nM for MMP-3) was purchased from Chemicon (Temecula, CA).

### Animals, surgeries and therapies

Adult female C57BL6/J mice (n = 93), FVB.Cg-Mmp9tm1Tvu/J (MMP-9^−/−^, n = 70; 20 g) and wild-type FVB/NJ (MMP-9^+/+^, n = 70; 20 g) mice (all from Jackson Labs, Bar Harbor, ME) and adult female Sprague-Dawley rats (n = 36, 220–250 g; Harlan Labs, Indianapolis, IN) were used in our studies. Sciatic nerve crush was performed to study the mechanisms of nerve repair. Sciatic nerve transection was performed to differentiate the distal (degenerating) from the proximal (regenerating) events following nerve injury. Animals were anesthetized with 4% isoflurane (Aerrane; Baxter, Deerfield, IL) in 55% oxygen. The sciatic nerves were exposed unilaterally at the mid-thigh level. Nerves were transected using surgical scissors or crushed using fine, smooth-surface forceps (twice for 5 sec each in rats and once for 3 sec in mice). A sham-operated control included the sciatic nerve exposure, without any additional manipulation.

BrdU administration (100 mg/kg/day) or vehicle (1 mM Tris, 0.8% NaCl, 0.25 mM EDTA, pH 7.4) was performed intraperitoneally (i.p.) at days 2, 3 and 4 post-crush. GM6001 therapy (10 mg/kg/day) was injected i.p. in 10% DMSO immediately after the sham or nerve crush surgery and then once daily for additional 5 days. 10% DMSO in normal saline was used as a vehicle. Animals were sacrificed by an i.p. overdose of rodent anesthesia cocktail containing Nembutal (50 mg/ml, Ovation Pharmaceuticals, Deerfield, IL) and Diazepam (5 mg/ml, Hospira, Lake Forest, IL) in 0.9% saline (Steris Labs, Phoenix, AZ), followed by a lethal i.p. injection of Beuthanasia (100–150 mg/ml, Merck Animal Health, Whitehouse Station, NJ). The sciatic nerve and L4/5DRG ipsilateral and contralateral to the injury site were also isolated for the subsequent analyses. Animals were handled in accordance with the NIH Guide for the Care and Use of Laboratory Animals, and the Animal Component of Research Protocols (# 09-035, 09-036), approved by the VA San Diego Institutional Animal Care and Use Committee.

### RT-PCR, genome-wide transcriptional profiling and pathway analysis of the nerve samples

Total RNA was extracted from nerves and DRG using TRIzol and purified using a RNeasy column (Qiagen, Valencia, CA). The RNA purity was estimated by measuring the OD260/280 and the OD260/230 ratios. The RNA integrity was assessed using an Experion automated electrophoresis system (Bio-Rad). The samples were analyzed by RT-PCR using the nucleotide primers specific for murine TIMP-1 (Gene Bank # NM_001044384) and MMP-9 (Gene Bank #NM_013599). The following primers were used: 5′-CATTCGCGTGGATAAGGAGT-3′ and 5′-ACCTGGTTCACCTCATGGTC-3′ (the forward and reversed primers, respectively) to generate a 153 bp MMP-9 fragment; 5′-CACAGACAGCCTTCTGCAAC-3′ and 5′-CATTTCCCACAGCCTTGAAT-3′ (the forward and reversed primers, respectively) to generate a 141 bp TIMP-1 fragment, and 5′-GCATCTGGCATCCTCTTGTT-3′ and 5′-TGGGGAACCCATGAATTTAG-3′ (the forward and reversed primers, respectively) to generate a 129 bp TIMP-1 fragment. The isolated RNA samples were used to synthesize the first cDNA strand using a SuperScript II Reverse Transcriptase System (Invitrogen). The samples were further amplified using the respective cDNA template and the primers in the 35-cycle PCR reactions with Taq DNA polymerase (New England Biolabs Ipswich, MA). Glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Gene Bank #NM_008084) was used as a normalization control. The following forward and reverse primers were used to amplify a 300 bp fragment of murine GAPDH: 5′-TGTGTCCGTCGTGGATCTGA-3′ and 5′-TTGCTGTTGAAGTCGCAGGAG-3′, respectively. The amplified samples were analyzed by 2% agarose gel-electrophoresis.

For the genome-wide transcriptional profiling, the total RNA samples (500 ng each) were labeled using an Illumina RNA Amplification Kit (Ambion, Austin, TX). The labeled RNA samples (1,500 ng each) were hybridized 18 h at 58°C to a MouseRef-8 v. 2.0 Expression BeadChip featuring over 25,697 transcripts (Illumina, San Diego, CA). BeadChips were then washed, developed using fluorolink streptavidin-Cy3 (GE Healthcare, Piscataway, NJ) and scanned using an Illumina BeadArray Reader. The raw data were processed using Feature Extraction software version 10.5. The initial analysis and normalization to the median were performed using GeneSpring GX software (Agilent, Santa Clara, CA). Differentially expressed mRNAs with the signal intensities two-fold over the background standard deviation were filtered by t-test. Only the statistically significant data (*p*<0.05) were analyzed further to calculate the gene expression levels. The individual genes with a 2-fold difference in their expression levels among the distinct samples were analyzed using Ingenuity IPA 9.0 (Ingenuity Systems, Redwood City, CA) and NextBio software (NextBio, Santa Clara, CA) to determine the regulatory and signaling pathways. The heatmap charts were generated using GenePattern software.

For the real-time *Taqman* RT-PCR, the samples of the cDNA (50 ng) and a 2×*Taqman* Universal PCR Master Mix (Ambion) were analyzed using a Mx4000™ Multiplex Quantitative PCR System (Agilent) and a one-step program: 95°C, 10 min; 95°C, 30 sec; 60°C, 1 min for 50 cycles. The following primers and the *Taqman* probes containing a 5′-FAM reporter and 3′-BHQ-1 quencher dyes (Applied Biosystems, Foster City, CA XXX) were used for rat Na_v_1.7 (Gene Bank # NM_133289): 5′-GGAGGTCTATGCCAAACTCTTTT-3′, 5′-ATGGCTCTTCCCTTCAGAGTTAC-3′ and 5′-GCAGCATTTACACATGGCTATGT-3′ - the forward and reversed primers and a probe, respectively); and rat Na_v_1.8 (Gene Bank #NM_017247: 5′-CACCGTGTTTTTCACAATGGAG-3′, 5′-GGAAGGTACGGAGCACAGACA-3′ and 5′-CTGTGTCATCGTCACCGTGAGCCT-3′ - the forward and reversed primers and a probe, respectively). The controls without the cDNA (a “no template” control) showed the absence of the contaminating DNA in the analyzed samples. Relative mRNA levels were quantified using the comparative delta Ct method [93] and GAPDH as a normalizer, using the primer and probe sequences from our previous work [36]. The fold-change between the experimental and control samples was determined using the MX4000 software, as described [94].

### MMP-9 purification using gelatin-sepharose beads

Sciatic nerve fragments were snap-frozen in liquid N_2_ and stored at −80°C. Nerves were extensively washed in PBS to remove the blood. The fragments were then extracted for 1 h on ice using 50 mM Tris-HCl, pH 7.4, containing either 1% Triton X-100, 0.2 M NaCl, 10 mM CaCl_2_, 10 µM GM6001, the proteinase inhibitor cocktail set III (Calbiochem) and 1 mM phenylmethylsulphonyl fluoride. The protein concentration of the extracts was measured using a Coomassie Protein Assay (Thermo Scientific, Waltham MA) and then adjusted to equal 2 mg/ml each. The extract aliquots (25–75 µg total protein each) were 10–50-fold diluted using 20 mM Tris-HCl, pH 7.4, supplemented with 150 mM NaCl, 10 mM EDTA, the proteinase inhibitor cocktail set III and 1 mM phenylmethylsulphonyl fluoride. The diluted extracts were then allowed to bind gelatin Sepharose-beads overnight at 4°C. After extensive washing, the bound material was eluted using 2×SDS gel loading buffer [125 mM Tris-HCl, pH 6.8, 4% (w/v) SDS, 0.005% Bromophenol Blue and 20% (v/v) glycerol].

### Gelatin zymography

The crude nerve extracts and the purified MMP-9 samples were analyzed using precast 10% acrylamide gels co-polymerized with 0.1% gelatin. After electrophoresis, gels were washed twice in 2.5% Triton X-100 for 30–60 min at ambient temperature, incubated for 16–18 h at 37°C in 50 mM Tris-HCl buffer, pH 7.4, containing 10 mM CaCl_2_ and 1 µM ZnCl_2_, and stained with Coomassie Blue R250 to visualize bands with gelatinolytic activity.

### Immunoblotting

Purified MMP-9 samples were separated using gradient 4–12% acrylamide gels and then transferred onto an Immobilon-P polyvinylidene fluoride (PVDF)-membrane. After blocking the membrane in PBS containing 0.1% Tween-20 and 1% bovine milk casein, the membrane was incubated with a goat anti-mouse MMP-9 antibody followed by a donkey anti-goat IgG conjugated with horseradish peroxidase and a SuperSignal West Dura Extended Duration Substrate Kit (Pierce, Rockford, IL). The crude nerve extracts were prepared using 50 mM Tris-HCl, pH 7.4, containing 1% Triton X-100, 150 mM NaCl, 10% glycerol, 0.1% SDS, 5 mM EDTA, 1 mM phenylmethylsulphonyl fluoride, aprotinin and leupeptin (1 µg/ml each). Extract aliquots (50 µg total protein) were analyzed using 15% acrylamide gels (Bio-Rad, Hercules, CA) and transferred onto a nitrocellulose membrane using an iBlot dry blotting system (Invitrogen). After blocking the membrane using PBS containing 0.1% Tween-20 and 5% non-fat milk (Bio-Rad), the membranes were incubated overnight at 4°C with the rabbit anti-GFAP (diluted in 5% BSA), washed in TBS containing 0.1% Tween and then incubated 1 h at ambient temperature with a horseradish peroxidase conjugated goat anti-rabbit secondary antibody (Cell Signaling; Danvers, MA, 1∶5,000 dilution). The blots were developed using an enhanced chemiluminescence system (GE Healthcare). The membranes were re-probed using a β-actin antibody to control equal protein loading. The band density was measured in n = 4/group using Image J relative to the β-actin band density.

### Immunofluorescence

Immunofluorescence was performed using both sciatic nerve sections and teased fibers. Cryoprotected and OCT-embedded transverse or longitudinal sciatic nerve sections (10 µm each) were rehydrated in graded ethanol and PBS. Antigen retrieval was performed using Antigen Retrieval Solution (Dako; 5 min at 95°C and then 20 min at ambient temperature). For the BrdU detection, the sections were rinsed in PBS, incubated 30 min in 2N HCl in PBS, digested 30 min at 37°C with 0.01% Trypsin and, finally, washed with PBS. Non-specific binding was blocked with 10% normal goat serum. Teased nerve fibers were prepared by separating nerve bundles using a pair of fine smooth microforceps. Individual fibers were teased out using 0.20–0.22 mm acupuncture needles (Vinco, Oxford Medical Supplies, Fairford, Gloucestershire, UK) on a glass slide, dried at ambient temperature and stored at −20°C. Non-specific binding was blocked in PBS containing 5% normal goat serum and 0.25% Triton X-100. The slides were incubated 16–18 h at 4°C with a primary antibody followed by 1 h incubation at ambient temperature with a species-specific secondary antibody conjugated with Alexa 488 (green) or Alexa 594 (red). The nuclei were stained with DAPI (5 min). The absence of non-specific staining was confirmed using the non-immune serum and by using the antigen-absorbed primary antibody (e.g., a TIMP-1 antibody pre-absorbed for 1 h at ambient temperature using 30 ng/ml recombinant TIMP-1). The sections were mounted in a Slowfade Gold antifade reagent (Molecular Probes). *Morphometry*: The images were acquired using a Leica DMR microscope and Openlab 4.04 imaging software (Improvision, Waltham, MA). The staining intensity and individual cell counts were assessed in a total of 12 transverse nerve sections per group: 2 randomly selected areas/section, 2 sections/animal, ∼100 µm apart each, from 3 animals/group. Images were analyzed using the Density Slicing module of Openlab 4.04. To quantify internodal length in teased nerve fibers, a length of µm was imaged and the average of 34 internodes from 6 mice/group were analyzed using the Advanced Measurement modules of Openlab 4.04 software. To quantify signal intensity and the total area (µm2) of Na_v_1.6 clusters, mutant and control mice were analyzed blindly at a 1200× magnification in the average of 42 nodes from 6 mice per group. The gain of Na_v_ fluorescence was maintained below the threshold of fluorochrome saturation and consistent among the groups. The area of each Na_v_ cluster to be measured was traced two to three times, visually defining the perimeter of the intensity using the Density Slicing module. ROI (region of interest) measurements were done for calculation and average of intensity and area of Na_v_ cluster using the Binary Operation and Advanced Measurement modules of Openlab 4.04 software. The average area was then normalized for the average diameter of the fiber.

### Neuropathology and electron microscopy

Animals were perfused trans-cardially with 0.5% glutaraldehyde in PBS. The sciatic nerves were isolated, fixed in 2.5% glutaraldehyde in PBS, post-fixed in 1% aqueous osmium tetroxide, dehydrated in a graded alcohol series and propylene oxide and embedded in araldite. Thick sections (1 µm) were cut with a glass knife on an automated Leica RM2065 microtome and stained with Methylene blue Azure II for light microscopic examination [36]. Thin sections (60–90 nm) were cut with a diamond knife on an automated Leica microtome, stained with uranyl acetate and lead citrate and analyzed using a Zeiss10 electron microscope operating at 80 keV. *Morphometry*: Axonal and fiber diameters (µm) were measured in 16 randomly selected fibers/section in 2 distal 1-µm-thick sections/animal and n = 4/group at 400× and 1200× magnification. The measurement from the total of 128 fibers/group was used to calculate the G-ratio (a ratio of the axonal diameter to the fiber diameter [61]).

### Nerve conduction

Motor nerve conduction velocity (MNCV) was measured under halothane anesthesia (4% for induction and 2% for maintenance). The sciatic nerve was stimulated at 5 V, 0.05 ms pulse width using a 58019 Square Wave Stimulator (Stoelting, Chicago, IL) at the sciatic notch or the ankle [95]. Evoked responses were recorded from the interosseous muscles of the ipsilateral foot with fine needle electrodes, amplified 100Xs (P15 AC Amplifier, Grass Instruments, Quincy, MA) and displayed on an oscilloscope (5110 Storage Oscilloscope and 5D10 Waveform Digitizer, Tektronix, Beaverton, OR). The difference in the response latency of the M wave was recorded as the time required for motor nerve conduction between the sciatic notch and the ankle. The median difference in latency between the 3 pairs of notch- and ankle-evoked M waves was recorded for each nerve in a fully extended hind limb. MNCV was calculated as the distance between stimulation sites divided by the M wave latency.

### Data analyses

Statistical analyses were performed using KaleidaGraph 4.03 (Synergy Software, Reading, PA) and SPSS 16.0 (SPSS, Chicago, IL) software by a two-tailed, unpaired Student's t-test and, when variances were unequal, by an unpaired t-test with Welch's correction. Analyses of variance (ANOVA) for repeated measures were employed for comparing three or more groups, followed by Tukey-Kramer post-hoc test. The p value equal or below 0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

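Gene expression was measured on 6 Illumina MouseRef-8 v2.0 arrays, 1 per condition: sham-operated sciatic nerve, transected nerve at day 1 and at day 5 (both segments pooled), L4/5 DRG of the sham and of the injured side at day 5, and spinal cord at day 5. Each array was hybridised with 1 pool of RNA from 6 animals by the labels. Array labels name the control nerve and DRG as normal tissue of the right side, while the paper calls them sham-operated, and they were used as the paper's sham samples. The title of the day 5 nerve array begins with the code of day 5 and ends with that of day 1, and the array was taken as day 5, as its source name says. The paper and the submitters' processing notes state that the raw data were processed with Agilent Feature Extraction 10.5.

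The authors deposited a table of non-normalized values, in which each probe has an intensity (the mean of its beads, without background subtraction and without scaling between arrays), the standard error of that intensity, the number of beads, and a detection p-value against the negative controls of the array. They also deposited a table of processed intensity values, in which all 6 arrays share the same quantiles, so that its values are quantile normalized, while the paper's methods describe a normalization to the median. The deposited p-value of a probe states only whether it was detected, and no p-value between conditions was used or computed.

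Of 25697 probes, 23978 carried 1 gene symbol and 0 several, and 1719 were not named here. They gave 16593 genes, 4777 of them with more than 1 probe. For 16 annotated probes the symbol differed from that in a table of mouse genes, which served only to match older names. For each gene the probe with the highest mean scaled signal over the 6 arrays was used. In 1 gene, Actb, 2 probes went opposite ways by at least 2-fold on day 1, and likewise on day 5, and in the DRG this was so for 0 genes.

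Signals were scaled to a common median over all probes, by factors from 0.951 to 1.07, without further background correction. The floor of an array was the lowest scaled signal among probes with a detection p under 0.05 (117 to 124), and undetected signals under it were set to it. The share of probes detected was 50.9 to 54.5%, the median number of beads per probe 38 to 40, and the median standard error of a probe 5.53 to 6.47% of its signal. A gene counted as higher or lower where it was detected in the brighter array and the 2 floored signals differed at least 2-fold. A fold against an array that did not detect the gene is a lower bound, and no fold is given where neither array did. Because background was not subtracted, folds of dim genes are drawn toward 1.

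The design has 1 array per condition, so 3 comparisons were made as differences between 2 arrays: day 1 and day 5 nerve, each against the same sham nerve array, and day 5 DRG against sham DRG. Because the nerve comparisons share that array, genes common to both were not counted as an overlap. The ratio of TIMP-1 to MMP-9 was taken between scaled signals. Intervals of folds and ratios are 95% intervals from the bead standard errors.

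Named genes were set by a rule made before the data were examined: genes that the paper names for these arrays in the Results, Table 2 or the legends of Fig. 1 to 3, the 8 largest increases and 8 largest decreases per comparison among genes detected in both arrays, and the 4 brightest members at least 2-fold higher or lower of each gene list described, with its exceptions. The symbols drawn in Fig. 3, the genes that lie 10-fold higher in the spinal cord and Mmp2, which the Discussion names, were added later. Gene lists, 33 in all, were also written before the data were examined, but Table 1 and Fig. 1 to 3 of the paper had been read by then: neutrophil, macrophage and monocyte, lymphocyte, mast cell, endothelial, fibroblast and perineurial, adipocyte, skeletal muscle and erythroid markers, chemokines, cytokines, cytokine receptors, toll-like receptors, interferon-stimulated genes, immediate early genes, cell cycle genes, replication-dependent histone genes, matrix metalloproteinases, TIMPs, ADAM and ADAMTS proteases, partners and substrates of MMP-9, collagens and other matrix genes, laminin chains, myelin genes, cholesterol and fatty acid synthesis, repair Schwann cell genes, neuronal genes, sensory neuron genes, regeneration-associated genes of sensory neurons, genes of spinal cord neurons and glia, voltage-gated sodium channels, potassium channels, and reference genes. The median log2 difference of the detected members, with lower bounds at their bound, was placed among 10000 random lists of the same size drawn from the 200 genes nearest to each member in mean signal. A list with fewer than 5 detected members was not placed. Outside the central 95% lay 13 lists above and 9 below of 31 on day 1, 14 and 7 of 30 on day 5, and 9 and 5 of 31 in the DRG.

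The calls were tested on simulated data, in which the sham array was copied with the bead error of the 2 arrays and 200 of 16593 genes were changed. For day 1 against sham nerve, 33 of 72 genes changed 2-fold, 59 of 73 changed 4-fold and 45 of 55 changed 8-fold were called, with 0 calls among 16393 unchanged genes. The corresponding numbers were 19 of 64, 54 of 62 and 63 of 74 for day 5 against sham nerve, and 32 of 70, 63 of 74 and 44 of 56 for the DRG, again with 0 calls among unchanged genes. Of the genes changed 4- or 8-fold that stayed detected in both arrays, 85 of 85, 92 of 92 and 82 of 82 were called in the 3 comparisons. Lists of 20 genes shifted by 0.5 log2 lay outside the central 95% in 200 of 200 draws in each comparison, and unshifted lists in 5, 7 and 7 of 200. The simulation holds bead error alone, not variation between animals or arrays. Nearly all of its genes were unchanged, so that its random lists spread less than those of the real arrays. There, medians of 0.50 (reference genes, day 1) and -0.52 (laminin chains, day 5) lay inside the central 95%. A 4- or 8-fold change measured on both arrays passes 2-fold almost by construction at such bead error. These counts therefore do not give the sensitivity on the real arrays.

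The 8 alternatives set before the data were examined were no scaling, quantile normalization, scaling to the 75th percentile, background correction with neqc, the authors' table of processed values, a detection p under 0.01, no floor, and the mean of all probes of a gene. Later additions were the dimmer Timp1 probe and leaving out genes of other tissues. Computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, R 4.3.3 with limma 3.58.1 for neqc, and matplotlib 3.10.9 for plots. Ingenuity networks, RT-PCR, protein and histology results were not part of the deposited data.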

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

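The test of DRG tissue on genes that the spinal cord lacks and the test of endothelial markers were chosen after the values had been seen.

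The Results describe genes that were higher after injury, and genes outside those it discusses were also found. At least 2-fold lower than sham were 367 genes in the day 1 nerve, 515 in the day 5 nerve and 33 in the day 5 DRG. Genes of cholesterol and fatty acid synthesis had a median log2 difference of -1.66 on day 5. The 2 days went opposite ways for 11 genes, which were picked out because their changes against the sham nerve had opposite directions: 4 were at least 2-fold higher on day 1 and lower on day 5 (Aldoc, Cplx1, Chil1 and Ckmt1), and 7 were lower on day 1 and higher on day 5 (Mest, Mfap2, Pltp, Ptn, Mfap4, Eln and Srpx2). Of the first 4, Aldoc, Cplx1 and Ckmt1 were at least 10-fold brighter in the spinal cord than in the sham nerve, so that their higher day 1 signal belongs to the pattern of the next paragraph. The difference between the days was not tested, because each day is 1 array.

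Neuronal transcripts outside the genes the paper discusses were higher in the day 1 injured nerve than in the sham nerve, and the spinal cord array, which the Results do not describe, was used to examine them. For 190 genes at least 10-fold brighter in the spinal cord than in the sham nerve, the day 1 nerve gained a median of 4.10% of the spinal cord signal (quartiles 3.00 to 5.44, above 0 for 188). The day 5 nerve gained a median of -0.254% (quartiles -0.703 to 0.120). Many of these genes were undetected in the sham and day 5 nerves and were set to the floors of those arrays (124 and 119). That small negative value therefore partly holds the difference of the 2 floors and is not a measured loss. The 8 neuronal genes at least 2-fold higher on day 1 gained 5.40%, but they were picked for that rise. Among them Cplx1, Vsnl1, Sh3gl2 and Syn1 also belong to the 190, so that the 2 shares are not independent. The first test of DRG tissue left it open (159 genes at least 10-fold brighter in the sham DRG than in the sham nerve gained 2.84% of the DRG signal, against 6.23% for the neuronal genes), but the 17 of them that were also 10-fold brighter than in the spinal cord gained -0.0159% (quartiles -0.174 to 0.867), which argues against DRG tissue as the source. RNA from spinal cord in the day 1 pool may therefore be the source, with Slc32a1 at 556 and Gad1 at 387 on day 1 (11208 and 4664 in the spinal cord) and neither detected in the sham nerve. A response of the nerve itself on day 1 was not tested and stays open, and of the 26 spinal cord genes on the arrays the sham nerve detected 7 and other lists hold 3.

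Transcripts of the spinal cord were also higher in the sham DRG than in the day 5 DRG. Of 43 genes at least 10-fold brighter in the spinal cord than in the day 5 DRG, 43 (100%) were higher in the sham DRG, with a median gain of 5.96% of the spinal cord signal (quartiles 3.90 to 10.0). Dim signals in the day 5 DRG were part of how these genes were picked, which favors that direction. Spinal cord tissue in the sham DRG pool is a candidate explanation, and a loss of these transcripts from the DRG by day 5 of injury was not tested and stays open.

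Adipocyte markers, outside the genes the paper discusses, were lower in both injured nerve pools: the 7 at least 4 times over the floor in the sham nerve had a median log2 difference of -1.91 on day 1 and -2.08 on day 5. Dilution of all resident cells by RNA of incoming cells would lower the endothelial markers too, and their median was 0.37 on day 1 (10 genes) and 0.45 on day 5. That argues against dilution as the whole cause, provided that endothelial genes did not themselves rise with injury. This was not tested, and on day 1 Flt1 was higher and Vwf lower. A second list of adipocyte genes had a median of -1.47 on day 1 and -1.13 on day 5 (4 genes), the first near the change of the markers and the second not, so that less fat tissue in the injured pools and a change within fat cells cannot be told apart with so few genes. Markers of fibroblasts and perineurium, skeletal muscle and mast cells were lower on day 1 too. Less tissue of several kinds around the nerve and a partial dilution therefore stay open, as does a response of fat cells to injury, which was not tested. None of the listed markers is named by the paper from these arrays, and the sham nerve detected 9 of the 13 on the arrays.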

How the results depend on the processing

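Under every alternative run, the fold of Timp1 on day 1 (41.3 to 52.1) and the ratio of TIMP-1 to MMP-9 in the day 1 nerve (10.8 to 14.7) and the sham DRG (0.992 to 1.07) stayed within their bead intervals, and the number of higher genes on day 1 (525 to 924) and of gene lists outside the central 95% (55 to 64 of the 3 comparisons together) within 1.5-fold. Neqc, which corrects background and also quantile normalizes, gave 895 lower genes on day 1 (367 in the main processing and 442 with quantile normalization alone), 977 higher and 975 lower on day 5 (638 and 515, and 636 and 539 with quantile normalization alone), and 212 higher and 119 lower in the DRG (87 and 33, and 86 and 32), while 649 of the 669 higher and 367 of the 367 lower genes of day 1 were still called. It also gave ratios of TIMP-1 to MMP-9 of 1.83 in the sham nerve, 13.9 on day 5 and 2.87 in the day 5 DRG. Subtracting background widens folds of dim genes by construction. The rank of Timp1 on day 1 was 15 with neqc, 7 with no floor and 4 with the mean of all probes, and the day 5 ratio was 13.8 in the authors' table. For these the cause was not tested. Chosen after the data were seen, the dimmer Timp1 probe gave ratios of 1.24 in the sham nerve and 9.98 on day 5, and leaving out genes 10-fold brighter in the spinal cord left 8 lower genes in the DRG, since it removes such genes by construction. Of 2376 folds of named genes under the 8 alternatives set before the data were examined, 2119 stayed within their bead interval, 257 moved (163 of them with neqc and 66 with the mean of all probes) and 0 of those at least 2-fold reversed, and of 731 list medians 723 stayed and 8 moved. The sign of 11 list medians changed, all within 0.11 of 0 in the main processing, and 0 of them from lists outside the central 95%. Of 293 named calls, 251 (mean of all probes) to 293 (no floor) remained at least 2-fold. No paired analysis was possible because each condition is 1 pool of RNA. Between 50.9 and 54.5% of probes were detected, so that folds of dim genes are lower bounds or drawn toward 1 by background.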

Differences from the paper's values

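For Cxcl14 on day 1, the fold here was 14.9 and the paper's is 22.8. Of the alternatives set before the data were examined, no scaling (16.3), neqc (18.5), the authors' table (16.0) and the mean of all probes (18.4) came within 1.5-fold of the paper's value, and quantile normalization, 75th percentile scaling, a detection p under 0.01 and no floor did not. For Aif1 on day 5, the fold here was 4.50 and the paper's is 7.0. No scaling (4.75), neqc (5.48) and the authors' table (4.80) came within 1.5-fold, and quantile normalization, 75th percentile scaling, a detection p under 0.01, no floor and the mean of all probes (3.19) did not. The other Table 1 folds that could be matched, and the values of Table 2, were within 1.5-fold or were lower bounds not above that. With no scaling and with the authors' table, 0 Table 1 folds differed, while 77 did with neqc, 26 with the mean of all probes and 3 with no floor.

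The paper states that TIMP-2 stays at its starting level shortly after injury, in data it does not show and without naming the method. Here Timp2 was 2.46-fold lower on day 1 and at least 2-fold lower under each of the 8 alternatives, and Mmp2 was 1.85-fold lower. For MMP-2 the paper also shows gelatin zymography, a measure of protein, with similar levels in sham-operated and transected nerves, while the arrays measure RNA. Fibroblast and perineurial markers were lower in the same day 1 array (median log2 difference -0.84).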

Other observations

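Genes of the myelinating state of Schwann cells were lower in the day 5 injured nerve. Of 24 detected genes of cholesterol and fatty acid synthesis, which supply the lipids of myelin, 21 were at least 2-fold lower on day 5 and 11 on day 1, among them Hmgcs1 (5.97-fold on day 5), Scd1 (3.95), Fdps (8.47) and Msmo1 (6.95), and 0 were higher on either day (median log2 difference -0.96 on day 1). Of 18 detected myelin genes, 13 were lower on day 5, among them Cd9, Pmp2, Ndrg1 and Ugt8a (median -1.81), against 5 of 19 on day 1, with Gldn higher (median -0.46). Lipid genes are also expressed by fat cells, whose markers were lower in the same arrays.

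Genes of cell division were higher in the day 5 nerve. Of 26 detected cell cycle genes, 20 were at least 2-fold higher on day 5, among them Cenpa (7.97-fold), Prc1, Mcm4 and Uhrf1, and 0 were lower (median 1.98), against 3 of 23 on day 1, Uhrf1, Mcm6 and Mcm5 (median 0.45). Repair Schwann cell genes were higher for 8 of 20 on day 1, among them Shh, Gdnf (at least 29.6-fold), Tnc and Id2, and 8 of 19 on day 5, among them Tnc, Ngfr, Shh and Btc, and 0 were lower (medians 0.73 and 0.77). Among the higher ones on both days was Olig1, which is also on the list of spinal cord genes that were higher in the day 1 array. The paper names 3 of the repair Schwann cell genes on day 1 and 4 on day 5 from these arrays, and 7 are on other lists too. Genes that regenerating sensory neurons express were also higher in the nerve, 13 of 28 on day 1 and 9 of 23 on day 5 (medians 0.76 and 0.48). The brightest were Tubb2b, Arg1, Tubb6 and Klf6 on day 1 and Tubb2b, Arg1, Tubb6 and Gadd45a on day 5, while Stmn2 was lower on day 5. Which cells of the nerve held these transcripts was not measured. Of that list, 9 genes on day 1 and 10 on day 5 are named by the paper from these arrays, and 9 are on other lists too.

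Reference genes often used to scale other assays were not flat in the nerve: 4 of 11 were at least 2-fold higher on day 1, Gapdh (2.08-fold), Actb (3.81), Hprt and Rplp0, and 3 on day 5, Actb, Gusb and Rpl13a (medians 0.50 and 0.46, above 0 under each of the 8 alternatives but inside the central 95% of random lists of similar signal). For Actb the 2 probes went opposite ways.

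Ion channels showed smaller differences. Of 8 detected voltage-gated sodium channels in the DRG, 0 were at least 2-fold higher or lower, but their median of -0.38 lay at percentile 0.04 of random lists of similar signal. Those of skeletal muscle (percentile 0.00) and neutrophil markers (0.02) lay as low in the same comparison, so that such a shift was not particular to channels. In the same comparison transcripts of the spinal cord were lower, and the channels were not set apart from them. In the nerve, 0 of 6 sodium channels were at least 2-fold different on day 1 (median -0.16), and 1 of 4, Scn3b, was lower on day 5. Potassium channels were at least 2-fold different for 0 of 19 in the DRG (median -0.32, also outside the central 95% of random lists). In the nerve they had 2 higher, Kcnab2 and Kcnc4, both at least 10-fold brighter in the spinal cord than in the sham nerve, and 3 lower of 14 on day 1 (median -0.13), and 1 higher and 3 lower of 13 on day 5 (median -0.28).

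Of the remaining lists in the nerve, neutrophil markers were at least 2-fold higher for 7 of 16 on day 5 (median 0.75), endothelial markers had 1 higher, Flt1, and 1 lower, Vwf, of 12 on day 1 (median 0.36) and 0 of 12 on day 5 (0.44), and lymphocyte markers 1 of 8 on day 1, Klrd1, and 2 of 9 on day 5, Klrd1 and Nkg7 (0.54). Histone genes were higher for 5 of 24 on day 1 (median -0.24) and 7 of 25 on day 5, with H2ac18 lower. The paper names 5 genes of the histone list from these arrays on day 5. Skeletal muscle markers had 1 higher and 2 lower of 16 on day 5 (-0.49), and mast cell markers 0 of 6 (-0.28). Of 4 detected erythroid markers, 0 changed at least 2-fold on either day. Of the 4 TIMPs, Timp1 alone was at least 2-fold higher in the DRG, by the brighter of its 2 probes and not by the dimmer one or their mean.

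In the DRG, histone genes (25 detected, median 0.40), ADAM and ADAMTS proteases (11, 0.24), toll-like receptors (7, 0.19), endothelial (12, -0.04), fibroblast and perineurial (13, -0.17), skeletal muscle (17, -0.40), adipocyte (8, 0.01), mast cell (5, 0.04), lymphocyte (5, 0.00) and neutrophil markers (17, -0.28), collagens (20, -0.08) and myelin genes (18, -0.01) each had 0 members at least 2-fold higher or lower. Cell cycle genes had 2 higher of 22 (0.21), interferon-stimulated genes 2 of 18 (0.29), immediate early genes 2 of 17, Atf3 and Jun (0.21), and cytokine receptors 1 of 17 (0.09). The cytokines had 1 higher of 11, Csf1 (0.04), the partners of MMP-9 1 of 15, Timp1 (-0.07), and the neuronal genes 1 of 22, Gap43 (-0.01). Repair Schwann cell genes had 2 higher and 1 lower, Olig1, of 17 (-0.10), and cholesterol synthesis 1 lower of 24, Stard4 (-0.01).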
